# Sexual Dimorphism in the Expression of Mitochondria-Related Genes in Rat Heart at Different Ages

**DOI:** 10.1371/journal.pone.0117047

**Published:** 2015-01-23

**Authors:** Vikrant Vijay, Tao Han, Carrie L. Moland, Joshua C. Kwekel, James C. Fuscoe, Varsha G. Desai

## Abstract

Cardiovascular disease (CVD) is the leading cause of mortality worldwide. Moreover, sex and age are considered major risk factors in the development of CVDs. Mitochondria are vital for normal cardiac function, and regulation of mitochondrial structure and function may impact susceptibility to CVD. To identify potential role of mitochondria in sex-related differences in susceptibility to CVD, we analyzed the basal expression levels of mitochondria-related genes in the hearts of male and female rats. Whole genome expression profiling was performed in the hearts of young (8-week), adult (21-week), and old (78-week) male and female Fischer 344 rats and the expression of 670 unique genes related to various mitochondrial functions was analyzed. A significant (p<0.05) sexual dimorphism in expression levels of 46, 114, and 41 genes was observed in young, adult and old rats, respectively. Gene Ontology analysis revealed the influence of sex on various biological pathways related to cardiac energy metabolism at different ages. The expression of genes involved in fatty acid metabolism was significantly different between the sexes in young and adult rat hearts. Adult male rats also showed higher expression of genes associated with the pyruvate dehydrogenase complex compared to females. In young and adult hearts, sexual dimorphism was not noted in genes encoding oxidative phosphorylation. In old rats, however, a majority of genes involved in oxidative phosphorylation had higher expression in females compared to males. Such basal differences between the sexes in cardiac expression of genes associated with energy metabolism may indicate a likely involvement of mitochondria in susceptibility to CVDs. In addition, female rats showed lower expression levels of apoptotic genes in hearts compared to males at all ages, which may have implications for better preservation of cardiac mass in females than in males.

## Introduction

Cardiovascular disease (CVD) is the leading cause of mortality worldwide [1] and in addition to other risk factors, sex and age also play major role in the susceptibility to CVDs. A number of studies have demonstrated sex-related differences in cardiovascular diseases (CVDs). Systemic hypertension and atrial fibrillation occur at a higher rate in males than females, whereas pulmonary hypertension is more common in females than males [2]. Moreover, women show delayed development of atherosclerosis, lower incidence of heart failure [3–5], and develop heart disease later in life than men [6]. It is thought that steroid sex hormones play a substantial role in sexual dimorphism in CVDs [4, 7, 8]. Also, inherent differences in cardiac morphology and function observed in healthy humans and animal model systems have been proposed as potential risk factors for sex-associated susceptibility to CVDs [9–11]. In females, hearts are smaller than males [12, 13], show greater contractility [11], and better calcium handling [14]. Although there are many studies describing sex-related cardiovascular risk, the molecular basis underlying the differences in the development of CVDs between the sexes is not yet well-defined.

Another potential determinant in sex-related differences in CVDs is mitochondria. These organelles provide more than 90% of the energy essential for cardiac tissue to perform physiological and biochemical functions. Paradoxically, mitochondria are also major sites for generation of oxygen free radicals, which perform a central role in the pathogenesis of CVDs [15]. Even under normal physiological conditions, mitochondria are a prime source of reactive oxygen species. Complex I and complex III of the electron transport chain are believed to be the major sites for reactive oxygen species production [16]. It has recently been demonstrated that the ratio between electrons entering the respiratory chain via FADH2 or NADH determines radical formation; the ratio is low during glucose oxidation whereas fatty acid oxidation increases the ratio [17].

There is considerable evidence indicating an association between defects in mitochondrial function and CVDs. For example, mutations in nuclear and mitochondrial genes encoding mitochondrial proteins associated with oxidative phosphorylation have been shown to cause cardiomyopathy and cardiac defects due to impaired mitochondrial energy production and increased reactive oxygen species production [18–20]. Altered fatty acid oxidation activity within mitochondria has also been linked to cardiac pathology [21]. It has been suggested that mitochondrial dysfunction in cardiomyocytes could lead to decreased energy production, reduced contractility, altered electrical properties and cell death [22]. Another aspect of mitochondria that has been related to heart failure is the dynamic process of mitochondrial fission and fusion. An imbalance between fission and fusion in favor of fission can lead to apoptosis and loss of cardiomyocytes [23]. Altogether, this information suggests a major role of mitochondria in cardiac diseases.

It is therefore, likely that sex-based differences in mitochondrial activity in the heart under normal and pathological conditions could lead to differential outcome in cardiac function between the sexes and thus the susceptibility to CVDs. There are studies that investigated cardiac mitochondria to understand its possible involvement in sex-based differences with CVDs. For example, Colom and colleagues (2007) [12] have demonstrated that cardiac mitochondria are more differentiated with higher phosphorylation capacity in females than in males of 15-month old (adult) Wistar rats. The female Wistar rats also showed lower production of hydrogen peroxide in cardiac mitochondria, further suggesting lower oxidative damage in female rats compared to males. Higher activities of mitochondrial complexes III-V in heart have also been shown in female monkeys compared to males [24]. Altogether, this implies that inherent variations in cardiac mitochondrial activity may exist between the sexes, which can contribute to sex-related differences in CVDs. Sexual dimorphism in mitochondrial activity is further underscored by the fact that estrogen regulates mitochondrial biogenesis, oxygen consumption, and energy production [25]. Interestingly, it has been suggested that the genes on the X chromosome can affect the development of CVDs through alteration of mitochondrial function [26].

As stated earlier, mitochondria are a prime source of reactive oxygen species. These reactive species are believed to be responsible for the aging process, which in turn, is one of the major risk factors in the development of CVDs [27, 28]. Thus far, a number of studies have been conducted in laboratory animals to independently examine the influence of sex or age on cardiac mitochondria. These studies have reported sex-based differences in calcium uptake in cardiac mitochondria of adult rats [29] and in H_2_O_2_ production and oxidative damage in cardiac muscle mitochondria in 15-months old (adult) rats [12]. Thus, these studies were limited to evaluation of sex differences at a particular age. On the other hand, influence of age was assessed in cardiac mitochondrial gene expression in 6- and 22-months old rats [30] and mitochondrial enzyme activities and gene expression in heart and liver of neonate, 3- and 18-months old rats [31]. These studies were geared towards influence of aging on mitochondria, but not sex differences. Therefore, information related to differences in cardiac mitochondrial activity between the sexes at different life stages is sparse. In addition, studies conducted thus far have evaluated only certain aspects of mitochondrial function, such as oxidative capacity or activities of oxidative phosphorylation complexes, whereas mitochondrial function involves the complex interplay of approximately 1500 genes [32]. Altogether, knowledge provided by these investigations is inadequate to understand the precise mechanism underlying the relationship between mitochondria and sex-related differences in heart disease. To address this knowledge gap, transcriptional profiling of 670 mitochondria-related genes was performed in the hearts of male and female Fischer 344 rats at three different ages (young (8-week), adult (21-week), and old (78-week)) to identify basal differences in cardiac mitochondria between the sexes.

Considering a key role of mitochondria in heart function and pathology we hypothesized that sexual dimorphism in mitochondrial activity in hearts may significantly influence the differential susceptibility to CVDs between the sexes. Therefore, we primarily focused on energy pathways in rat heart. The results demonstrated a significant disparity in expression of genes involved in FA metabolism, pyruvate dehydrogenase (PDH) complex, oxidative phosphorylation, and apoptosis between the sexes at different ages. These findings provide insights into the mechanisms of mitochondrial involvement in sex-based differences in heart diseases and also may aid in designing novel therapeutic strategies or interventions to limit cardiac pathologies.

## Materials and Methods

### Animal husbandry and study design

Male and female Fischer 344 (F344) rats obtained from the National Center for Toxicological Research (NCTR) breeding colony were fed NIH-31 diet and water *ad libitum* and housed under AAALAC (Association for Assessment and Accreditation of Laboratory Animal Care) approved conditions of 12/12-hr light/dark cycle, and were maintained at 23°C with a relative humidity of 50%. The studies were performed with the approval of the NCTR’s Institutional Animal Care and Use Committee. A large rat life-cycle study was conducted in our laboratory to measure transcriptional levels of genes in various tissues of male and female untreated control F344 rats at up to 9 different ages (2, 5, 6, 8, 15, 21, 52, 78, and 104 weeks) to determine sexually dimorphic gene expression during aging [33–35]. Median lifespan of F344 male rats is about 31 months (135 weeks) and 29 months (126 weeks) in females [36]. At each age, animals were humanely euthanized by CO_2_ asphyxiation and various organs were removed quickly, flash frozen in liquid nitrogen, and stored at -80°C until further investigation. The present study was part of a project funded by the Office of Women’s Health, U.S. Food and Drug Administration. This project was primarily designed to determine sex-related differences in basal transcriptional levels of genes in hearts of male and female untreated F344 rats at three different ages to get important insights into differential susceptibility of heart to drug toxicity and pathology between the sexes. For the present study, hearts from 5 male and 5 female rats at three different ages (young (8-week), adult (21-week), and old (78-week)) were used for investigation of sex-related differences in expression levels of genes. No decline in body weights of male and female rats was observed earlier than 78 week of age [34]. Therefore, 78-week aged rats were chosen to represent old aged group. The manuscript describes changes in expression of only mitochondria-related genes in hearts of these animals.

In microarray experiment, proper randomization of samples is critical to control the influence of systematic noise that can be introduced into the data at different steps during measurement of gene expression. Therefore, the experiment was designed in such a way that RNA samples from males and females of same age were kept in the same batch to accurately measure sex differences in gene expression levels without any batch effect as confounding factor. Since animals of different ages were in different batches (thus batch effect would confound the age effect), neither expression change with age nor sex*age interaction was evaluated for this project. Analysis of data to determine age effect or sex*age interaction might result in false-positive outcome for the randomization design that was used. The present study, therefore, discussed only sex-related differences in expression levels of mitochondria-related genes in rat heart at 3 different ages.

### Isolation of RNA from heart tissues

The frozen hearts were individually ground into powder in liquid nitrogen using a mortar and pestle chilled on dry ice. Total RNAs were extracted from heart tissue powder using the Qiagen RNeasy mini kit (Qiagen Inc., Valencia, CA) with some modifications. In brief, heart tissue powder was homogenized using the FastPrep homogenizer (Qbiogene, Inc., Carlsbad, CA) for 2 x 40 seconds in RLT buffer (Qiagen, Inc.). The homogenate was centrifuged at 4000 x g for 5 min. To the resultant supernatant, an equal volume of ethanol was added followed by vigorous shaking. The samples were immediately applied to an RNeasy mini column (Qiagen, Inc.) and centrifuged at 4000 x g for 10 min. This was followed by on-column treatment with DNase I to remove any residual DNA from the RNA samples before final elution. The purity and yield of each RNA sample were determined using the NanoDrop ND-1000 Spectrophotometer (Thermo Scientific, Wilmington, DE). The ratios of A260/280 from all the RNA samples ranged from 1.8 to 2.0. The quality of the extracted RNAs was evaluated using the Agilent 2100 Bioanalyzer (Agilent Technologies, Inc., Santa Clara, CA). RNA samples with RNA Integrity Numbers (RINs) of 8.0 or above were used for gene expression measurements.

### Gene expression measurements

Gene expression was measured using Agilent Whole Rat Genome Microarrays (4 x 44k format; Agilent Technologies, Inc.). Total RNAs (500ng) were labeled with cyanine dye (Cy3-CTP) using the Low RNA Input Linear Amplification Kit according to the manufacturer’s protocol (Agilent Technologies, Inc.). For each reaction, cRNA yields and specific activities were determined using the NanoDrop ND-1000 Spectrophotometer. Only the cRNAs with yields >1.65 µg and specific activities > 9.0 pmol of dye per µg cRNA were used for hybridization. Labeled cRNAs were hybridized to microarray slides (4 arrays per slide) following the Agilent One-Color Microarray-Based Gene Expression Analysis Protocol (V5.5, Agilent Technologies, Inc.). The hybridized slides were scanned using a GenePix 4000B scanner (Axon Instruments, Sunnyvale, CA) at 5µm resolution using appropriate photomultiplier tube gain settings to obtain the highest intensity with <1% saturated pixels. The resulting images were analyzed by quantifying the Cy3 fluorescence intensity at each of the 45,018 gene spots (features) on each array using the Agilent Feature Extraction Software (V9.5). The median fluorescence intensity of all the pixels within each feature was taken as the intensity value for that feature.

### Data analysis

A total of 30 raw data files for 30 arrays (samples) (5 arrays for each sex at 3 ages) were obtained from the Agilent Feature Extraction Software (Agilent Technologies, Inc.). These raw data files were then uploaded to ArrayTrack, an in-house microarray data management and analysis software system [37]. The raw intensity data for all 30 samples were exported from ArrayTrack as a single Excel spreadsheet. This Excel spreadsheet was used as an input file for further data preprocessing, normalization, differential gene expression and GO (Gene Ontology) analysis using SAS 9.1.3 (SAS institute Inc., Cary, NC) as described below. All the 30 raw microarray data files and preprocessed normalized data are accessible at NCBI’s Gene Expression Omnibus (GEO) website and the GEO accession number is GSE58204 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE58204).

There were 45,018 features (probes) on each array with gene annotations available for 28,552 probes (18,157 unique genes with variable number of probes per gene) [33]. Average probe intensity was calculated for each gene, then non-expressed genes were removed and data was normalized using 75^th^ percentile scaling. Analysis of Variance (ANOVA) using generalized linear model procedure (proc glm) in SAS was performed to measure statistically significant difference in gene expression between females and males (p<0.05) at each of 3 age groups. Of the 18,157 genes on the arrays, 670 unique nuclear genes were determined to be related to mitochondrial function (S1 Table). Fold changes (female vs. male) and p-values for these 670 genes were extracted and GO analysis was performed to determine whether various pathways represented by expression of these genes were significantly different between females and males at each of the 3 age groups.

### Gene Ontology (GO) analysis

To allow better biological interpretation of the complex gene expression data, the genes were further classified into different GO terms based on biological processes or molecular functions associated with mitochondria. These GO terms were obtained from the National Center for Biotechnology Information’s (NCBI) FTP website (ftp://ftp.ncbi.nlm.nih.gov/gene/DATA/gene2go.gz). The sex effect on different GO terms was measured by a modified meta-analysis method for combining p-values to interpret the biology [38, 39]. This method has provided important insights into the mechanisms of altered mitochondrial function in our previous studies [40–42].

### Verification of differentially expressed genes by quantitative real time PCR (qRT-PCR)

Five genes selected for verification by qRT-PCR of their relative expression levels were significantly different between the sexes as estimated by microarray analysis. These included, acetyl-Coenzyme A acyltransferase 2 (mitochondrial 3-oxoacyl-Coenzyme A thiolase) (Acaa2) involved in FA metabolism, pyruvate dehydrogenase kinase, isoenzyme 4 (Pdk4) involved in regulation of glucose metabolism, bcl2-associated death promoter (Bad) involved in apoptosis, NADH dehydrogenase (ubiquinone) 1 alpha subcomplex 1 (Ndufa1) associated with complex I of the electron transport chain, and cytochrome c oxidase subunit VIIb (Cox7b) associated with complex IV of the electron transport chain. These differentially expressed genes also represent GO terms significantly different between the sexes. 

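The first row named Actb was also read on the microarrays of the 5 female and 5 male hearts of each age. It was dim, with a mean log2 value of -3.87 at 8 weeks, so whether it measures Actb is not known. Its values do not test the reference gene of the qRT-PCR. Levels are given as log2 of the normalized value, in which the spot signal was divided by the 75th percentile of its array. At 8 weeks Actb was well above background on 0 female and 4 male arrays, so no fold is given for that age, and 2 of 5 males lay above the female mean. At 21 weeks the mean log2 value was -3.22 ± 0.51 (SD, n = 5) in females and -3.08 ± 0.62 (SD, n = 5) in males, with 4 female and 3 male arrays well above background, and without male replicate 2 the difference changed sign, to 0.07. In old rats they were -3.27 ± 0.35 and -3.03 ± 0.42 (SD, n = 5), well above background on all 10 arrays, and the normexp background correction turned the difference to 0.10. A two-sided exact permutation test of the sex labels gave p = 0.397 at 8, p = 0.698 at 21 and p = 0.333 at 78 weeks. At 78 weeks 2 arrays carried Y-linked genes at the level of the other sex, and without them the difference, female minus male, was -0.27. Each age has its own table of values, so levels at different ages are not compared.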

The transcription level of β-actin (Actb) was unaltered by sex or age and therefore was used as an endogenous control gene.

RNA samples used for real-time PCR were from the same aliquots of RNA used for the microarray experiment. For each gene, the relative mRNA level was measured using the Taqman gene expression assay kit consisting of a set of sequence-specific primers and a Taqman probe with a fluorescent reporter dye FAM and a non-fluorescent quencher moiety attached to the 5’ and 3’ ends, respectively (Applied Biosystems, Foster City, CA). Gene expression assays for Acaa2 (Rn00590503_ml), Pdk4 (Rn00585577_ml), Bad (Rn00575519_ml), Ndufa1 (Rn01457343_gl), Cox7b (Rn00822088_gl), and Actb (Rn00667869_ml) were purchased as Assays-on-Demand kits (Applied Biosystems). One µg of total RNA was reverse transcribed using a High Capacity RNA-to-cDNA kit according to the manufacturer’s protocol (Applied Biosystems). Twenty nanograms of the resultant cDNA was then used as the template in a 20 µl Taqman real time PCR reaction on an ABI 7900HT Fast Real-Time PCR system using the Taqman Universal Master Mix II with UNG kit. Each sample was run in triplicate and the mean C_t_value was used to calculate the relative fold change in female rats compared to male rats using the 2^-ΔΔCt^ method [43].

## Results

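Gene expression was measured in the hearts of 30 untreated rats of the inbred F344 strain, 5 females and 5 males at each of 8, 21 and 78 weeks, with 1 array per rat. The Agilent rat arrays of 45018 spots were hybridized with cRNA labeled with Cy3 only. They were on 8 slides, with both sexes on each slide, females at positions 2 or 4 and males at positions 1 or 3. Array position therefore followed sex at every age. In 8-week rats the scanner software called 22166 to 23068 spots (median 22781) well above background in females and 22285 to 24290 (median 23774) in males. At 21 weeks there were 20505 to 22851 such spots (median 21527) in females and 17182 to 22189 (median 19602) in males, and at 78 weeks 21687 to 22949 (median 22311) and 21371 to 22961 (median 22696). Male replicate 2 at 21 weeks was the weakest array, with a 75th percentile of the processed signal of 39.9, against a median of 72.1 in males and 105.9 in females of that age. With 5 rats per sex, the spread between rats limits the precision of every comparison.
The authors' table of each age holds 1 value per gene and rat on a linear scale, divided by the 75th percentile of the array. These values followed the background-subtracted processed signal of the scanner software. Over 10 arrays each, 98.8 and 98.7% of the table rows at 8 and 78 weeks were matched to it within 0.002 log2. At 21 weeks 98.8% of the rows were, over 5 arrays, since only the female columns of that age name the rat. The tables list 663, 670 and 660 of the genes in S1 Table, and where a gene name had several rows the first row was used, because its p-values are those of S2 Table. The 21-week male columns name only the group, so leaving out single rats at that age used values rebuilt from the scanner files. Females and males of the same age were compared on log2 values with limma, which shares information on variance between genes, with a two-sided test and the Benjamini-Hochberg adjustment over all gene names in the table. A gene whose first row was not well above background on any array of a sex has no fold.
The sex labels were checked with the Y-linked genes Ddx3y and Eif2s3y. At 8 and 21 weeks Ddx3y lay between -6.68 and -5.76 in females and between -1.82 and -1.26 in males, and Eif2s3y between -6.67 and -5.93 in females and between 0.39 and 0.88 in males (log2 of the processed signal over the 75th percentile of the array). The 78-week array labeled female replicate 2 had -1.68 for Ddx3y and 0.58 for Eif2s3y, and the array labeled male replicate 3 had -6.25 and -6.37, so each lay at the level of the other sex. The remaining 8 arrays of that age lay at the level of their own sex. Whether 2 samples or 2 array positions were exchanged cannot be told from the arrays. All labels were kept as given, and 78-week results are given for all 10 arrays and also with both of these arrays left out.

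**Figure D1:**
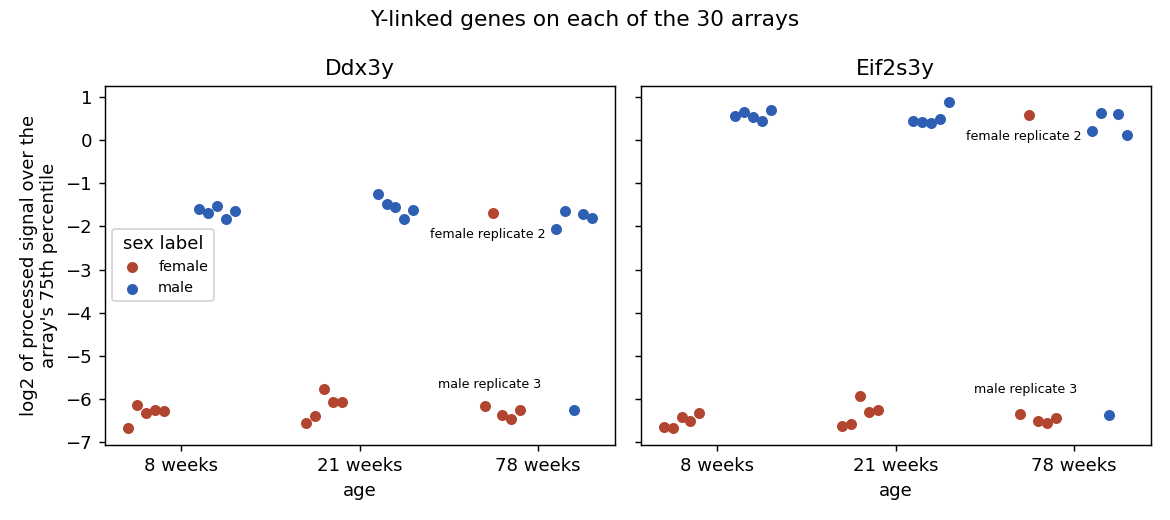
Level of the Y-linked genes Ddx3y and Eif2s3y (vertical axis, log2 of the processed signal over the 75th percentile of the array) on each of the 30 arrays by age (horizontal axis) and labeled sex. The arrays labeled female replicate 2 and male replicate 3 at 78 weeks are at the level of the other sex.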

Transcriptional levels of 670 unique mitochondria-related genes were evaluated in the hearts of young (8-week), adult (21-week), and old (78-week) male and female F344 rats. The list of 670 genes was created using the previously established list of 542 mitochondria-related genes [40] plus 128 genes with mitochondria-associated annotation from NCBI’s database (S1 Table). 

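limma put 30 of 663 genes of S1 Table at an unadjusted p under 0.05 at 8 weeks, 17 higher in females and 13 higher in males. If no gene differed, 33.1 would be expected on average. At 21 weeks there were 85 of 670 genes, 13 higher in females and 72 higher in males, against 33.5. In old rats there were 22 of 660 genes, 10 higher in females and 12 higher in males, against 33. Chance counts vary widely around such averages. Over other splits of the rats the median was 18, 13 and 15 genes at 8, 21 and 78 weeks, and the largest 131, 158 and 109. The counts of 30 and 22 lie above these medians. The methods' t-test on the same values gave 46 genes (26 higher in females, 20 in males), 114 (17 and 97) and 41 (28 and 13), of which limma also called 27, 75 and 17. The raw median signal gave 39 genes at 78 weeks, 26 higher in females and 13 in males. Quantile normalization changed the division at 8 weeks to 23 and 8. The median difference at 21 weeks, female minus male, was -0.13 log2 over all genes and -0.19 over the genes of S1 Table, and under quantile normalization -0.016 and -0.084. Normexp background correction gave 12, 25 and 0 genes in limma, and of the 25 genes at 21 weeks 16 were higher in females and 9 in males. This setting also adds an offset of 50 to every signal. The 75th percentile of the processed signal was 39.9 to 104.8 in adult males and 82.7 to 123.1 in adult females. The offset weighs more on weak arrays, so a change of direction under normexp may come from it. The 21-week count was 154 without male replicate 1 and 55 without male replicate 2. The 78-week count was 45 without the array labeled female replicate 2 and 35 without the array labeled male replicate 3, and it fell to 12, 12, 9 and 10 without female replicate 1 or 3 or male replicate 1 or 5. With both arrays at odds with their sex label left out it was 47, of which 29 genes were higher in females and 18 higher in males. From the unadjusted p-values the paper concludes that gene expression was sexually dimorphic at each age.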

A significant (p<0.05) sexual dimorphism in expression levels of 46, 114, and 41 genes was found in young, adult and old rats, respectively (S2 Table). 

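Mthfd2 had a mean log2 value of -3.19 ± 0.31 (SD, n = 5) in female and -2.64 ± 0.15 (SD, n = 5) in male hearts at 8 weeks, 1.46-fold higher in males (two-sided exact permutation test, p = 0.0159, limma adjusted p = 0.543). At 21 weeks it was 1.30-fold higher in males, a difference of -0.38 (SE 0.17), with 4 arrays of each sex well above background (exact p = 0.0635, limma adjusted p = 0.326). In old rats the values were -2.94 ± 0.12 and -2.50 ± 0.31 (SD, n = 5), 1.35-fold higher in males (exact p = 0.0238, limma adjusted p = 0.878), and normexp background correction turned this difference to 0.022. Without the 2 arrays of that age whose Y-linked genes disagreed with their sex label, the difference was -0.56.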

Only one gene, *Mthfd2* (methylenetetrahydrofolate dehydrogenase (NADP+ dependent) 2, methenyltetrahydrofolate cyclohydrolase) was common among aforementioned significant sexual dimorphic genes, which demonstrated consistently higher expression in males than in females at all ages. Altogether, 68 mitochondrial-related GO terms were established and the differential expression of 670 genes as a group in various pathways was evaluated using GO analysis. 

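Of the genes of S1 Table, 96.8% differed by less than 1.5-fold between the sexes at 8 weeks, 94.5% at 21 weeks and 97.3% at 78 weeks, with median folds of 1.06, 1.18 and 1.09. The first rows over 1.5-fold numbered 21, 37 and 18. Over all ages, 49 of 75 matched rows over 1.5-fold (65.3%) were well above background on fewer than 5 of 10 arrays, compared to 322 of 1891 rows (17%) under 1.5-fold. A brighter row with the same gene name existed for 44 of the rows over 1.5-fold, and 29 of these brighter rows differed in the same direction, 7 of them at an unadjusted p under 0.05 in limma.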

Differences in expression levels of a majority of genes between the sexes were subtle. Previous studies in our laboratory have demonstrated that the fold changes of genes related to mitochondria structure and function are often less than 1.5 [40–42]. 

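After Benjamini-Hochberg adjustment over all gene names, limma called 0 genes of S1 Table at 8, 21 and 78 weeks, and the methods' t-test called 1, 0 and 0. Adjusted over the genes of S1 Table alone, limma called 0, 0 and 1 (Bnip3l at 78 weeks, adjusted p = 0.0107) and the methods' t-test 1, 0 and 1. The first row of Bnip3l was not well above background on any 78-week array. With both arrays of that age at odds with their sex label left out, limma called 0 over the list alone. Among the 46, 114 and 41 genes of S2 Table the smallest limma adjusted p over all gene names was 0.315, 0.263 and 0.182. Of all gene names, 26 (8 higher in females, 18 higher in males) at 8 weeks, 14 (6 and 8) at 21 weeks and 0 at 78 weeks passed an adjusted p of 0.05 in limma, from 1283, 3585 and 1254 at an unadjusted p under 0.05, while the methods' t-test gave 19, 13 and 0. Leaving out single rats gave 10 (without female replicate 3) to 26 genes at 8 weeks, 8 (without female replicate 4 or male replicate 3) to 16 at 21 weeks and 0 to 1 at 78 weeks. With both 78-week arrays at odds with their sex label left out, 8 genes passed at that age, among them Ddx3y and Eif2s3y.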

Application of multiple testing adjustments to p-values may result in loss of significant mitochondria-related genes with subtle changes in the expression. Therefore, only p-value (<0.05) cutoff without any fold change cutoff was applied followed by gene ontology analysis to understand the biology. Also, although changes in expression levels are subtle, the GO term (molecular function/biological processes) may show a significant effect because data analysis takes into account the collective effects (correlation) of all the genes associated with that GO term.

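Sets for 6 of the GO terms were rebuilt by gene name from S1 Table, since S3 Table gives the number of genes in a term but not their names. They held 84 genes for oxidative phosphorylation, 35 for complex I, 20 for complex IV, 51 for FA metabolism, 11 for the PDH complex and 63 for apoptosis. The mean log2 value over the genes of a set was taken in each rat and compared between the sexes by a two-sided exact permutation test over all assignments of the sex labels, with the Benjamini-Hochberg adjustment over 18 tests. This test treats the rat as the unit, and with 5 rats per sex its smallest possible p is 0.0079. None of the 18 tests passed an adjusted p of 0.05, and the smallest adjusted p was 0.143. With a preset correlation between genes of 0.01, limma's camera put 9 of 18 sets under an adjusted p of 0.05, while camera with the correlation estimated from the data (smallest adjusted p = 0.504) and limma's directional fry (smallest adjusted p = 0.266) put no set there. fry without regard to direction called the PDH complex at 21 weeks and complex IV at 78 weeks (adjusted p = 0.0366 for each). Normexp background correction turned the direction of 12 of the 18 set means, and without the 2 arrays at odds with their sex label the smallest adjusted p at 78 weeks was 0.0857. Quantile normalization turned the PDH complex at 21 weeks to 0.003.

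**Figure D2:**
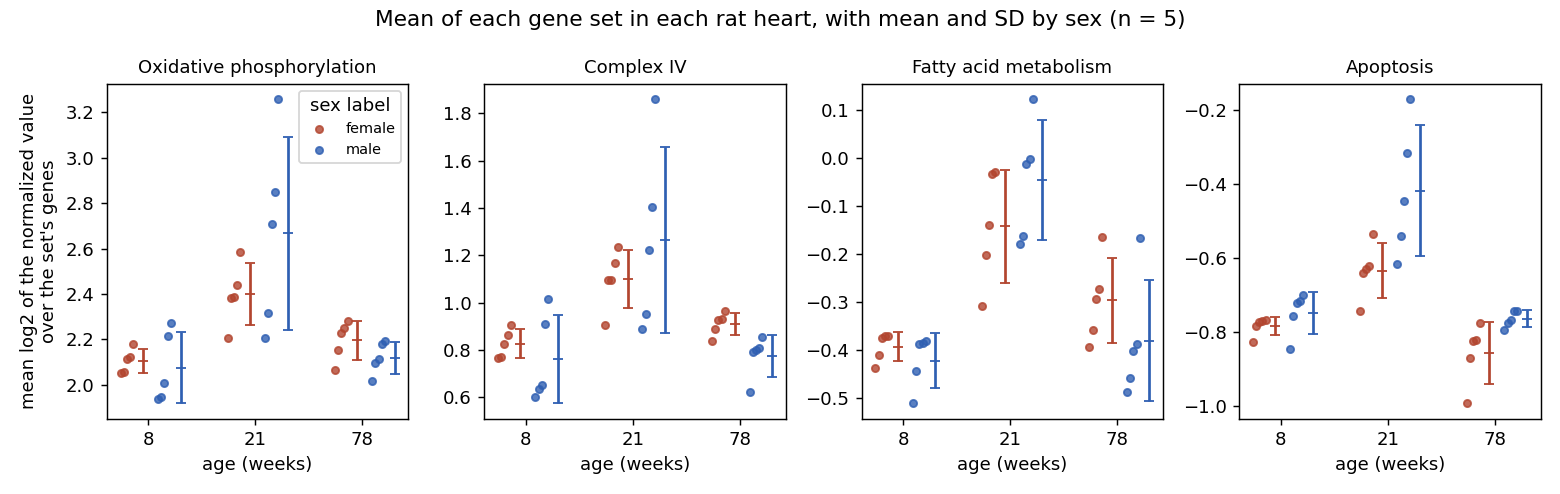
Mean log2 normalized value over the genes of each of 4 sets (vertical axis) in each rat heart by age in weeks (horizontal axis) and labeled sex, with mean and SD of 5 rats per sex. The spread of the oxidative phosphorylation means was larger in males than in females at 21 weeks.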

Analysis of difference in gene expression together demonstrated a significant sex effect on 25 GO terms (biological process/molecular function) at various ages. All evaluated GO terms with the number of genes in each GO term and p-values for all 3 ages are presented in S3 Table. There are GO terms that may have gene(s) common among them because the proteins encoded by these genes perform important function in different pathways and therefore are categorized under functionally relevant various GO terms. The major difference in the number of unique genes (670) presented in S1 Table vs total number of genes (771) per GO terms in S3 Table is because of a category named “oxidative phosphorylation”, which includes 85 genes already present in GO categories of complex I-V. This was performed to determine the sex-based differences on overall oxidative phosphorylation.

The primary objective of the present study was to evaluate the expression levels of genes associated with energy metabolism in hearts of male and female F344 rats for better understanding of a likely role of mitochondria in differential susceptibility to cardiovascular diseases between the sexes. Therefore, the manuscript discusses only three key GO terms involved in energy metabolism (oxidative phosphorylation, fatty acid metabolism, pyruvate dehydrogenase complex) and also a GO term related to apoptosis considering implications of apoptotic process in the development of cardiovascular diseases. These GO terms showed a significant sex effect (Table 1) and are discussed below.

**Table 1:** Sexually dimorphic gene expression in Fischer 344 rats.

**Gene Description (Gene Symbol)**	**GenBank Acc ID**	**8 weeks**		**21 weeks**		**78 weeks**	
		**p**	**FC**	**p**	**FC**	**p**	**FC**
*Oxidative Phosphorylation* (**85**) ^a^		0.971		0.109		0.034 ^b^	
*Complex I (NADH—Ubiquinone dehydrogenase)* (**36**) ^a^		0.990		0.105		0.039 ^b^	
NADH dehydrogenase 1 alpha subcomplex, 1 (Ndufa1)	XM_343760	0.690	1.022	0.346	0.855	0.017 ^c^	1.144
NADH dehydrogenase 1 alpha subcomplex, 2 (Ndufa2)	XM_214570	0.645	1.023	0.071	0.755	0.041 ^c^	1.075
NADH dehydrogenase complex I, assembly factor 1 (Ndufaf1)	XM_215814	0.856	0.992	0.031 ^c^	0.835	0.907	1.009
NADH dehydrogenase 1 beta subcomplex, 2 (Ndufb2)	XM_342664	0.437	1.054	0.264	0.846	0.045 ^c^	1.126
NADH dehydrogenase Fe-S protein 6 (Ndufs6)	NM_019223	0.614	1.028	0.174	0.806	0.037 ^c^	1.119
NADH dehydrogenase flavoprotein 1 (Ndufv1)	NM_001006972	0.851	1.011	0.022 ^c^	0.831	0.527	1.109
NADH dehydrogenase flavoprotein 3 (Ndufv3)	NM_022607	0.516	1.031	0.103	0.754	0.016 ^c^	1.115
*Complex IV (Cytochrome c oxidase)* (**20**) ^a^		0.910		0.104		0.009 ^b^	
cytochrome c oxidase assembly protein 11 (Cox11)	BF567145	0.932	0.987	0.008 ^c^	2.019	0.312	1.233
cytochrome c oxidase subunit VIIa polypeptide 2 (Cox7a2)	NM_022503	0.421	1.059	0.365	0.885	0.036 ^c^	1.174
cytochrome c oxidase subunit VIIb (Cox7b)	NM_182819	0.248	1.056	0.163	0.801	0.013 ^c^	1.213
cytochrome c oxidase subunit VIIIa (Cox8a)	AI102505	0.718	1.148	0.532	1.343	0.009 ^c^	1.673
surfeit 1 (Surf1)	NM_172068	0.648	1.016	0.228	0.863	0.017 ^c^	1.124
*FA Metabolism* (**53**) ^a^		0.007 ^b^		0.001 ^b^		0.950	
acetyl-CoA acyltransferase 2 (Acaa2)	NM_130433	0.033 ^c^	1.103	0.002 ^c^	0.739	0.580	1.061
acyl-CoA dehydrogenase, C-4 to C-12 straight chain (Acadm)	NM_016986	0.051	1.085	0.002 ^c^	0.899	0.479	1.065
acyl-CoA dehydrogenase, C-2 to C-3 short chain (Acads)	BM986570	0.022 ^c^	1.286	0.110	0.744	0.937	1.011
acetyl-CoA acetyltransferase 1 (Acat1)	NM_017075	0.779	0.990	0.050 ^c^	0.887	0.778	1.016
acyl-CoA thioesterase 2 (Acot2)	NM_138907	0.152	1.137	0.011 ^c^	1.240	0.267	1.181
acyl-CoA synthetase long-chain family member 3 (Acsl3)	NM_057107	0.654	0.982	0.004 ^c^	1.335	0.443	0.944
acyl-CoA synthetase long-chain family member 4 (Acsl4)	NM_053623	0.010 ^c^	0.850	0.261	1.362	0.010 ^c^	0.795
acyl-CoA synthetase long-chain family member 6 (Acsl6)	NM_130739	0.056	0.856	0.008 ^c^	0.790	0.299	1.142
cytochrome P450, family 11, subfamily a, polypeptide 1 (Cyp11a1)	NM_017286	0.804	1.044	0.008 ^c^	0.575	0.575	1.143
enoyl CoA hydratase 1, peroxisomal (Ech1)	NM_022594	0.017 ^c^	1.176	0.476	0.931	0.344	1.114
hydroxyacyl-CoA dehydrogenase/3-ketoacyl-CoA thiolase/enoyl-CoA hydratase (trifunctional protein), beta subunit (Hadhb)	NM_133618	0.036 ^c^	1.115	0.382	0.943	0.200	1.237
3-hydroxy-3-methylglutaryl-CoA synthase 2 (mitochondrial) (Hmgcs2)	AI232320	0.023 ^c^	1.618	0.824	0.929	0.550	1.271
malonyl-CoA decarboxylase (Mlycd)	AI232703	0.033 ^c^	1.180	0.784	0.958	0.086	1.225
3-oxoacyl-ACP synthase, mitochondrial (Oxsm)	XM_001068016	0.493	0.949	0.013 ^c^	0.818	0.785	1.026
propionyl CoA carboxylase, alpha polypeptide (Pcca)	XM_001075496	0.032 ^c^	1.058	0.059	0.902	0.377	1.065
*Pyruvate dehydrogenase complex* (**11**) ^a^		0.175		0.002 ^b^		0.068	
dihydrolipoamide S-acetyltransferase (Dlat)	NM_031025	0.146	0.900	0.041 ^c^	0.898	0.438	1.051
pyruvate dehydrogenase complex, component X (Pdhx)	XM_230327	0.225	0.895	0.040 ^c^	0.794	0.994	0.999
pyruvate dehydrogenase kinase, isozyme 1 (Pdk1)	NM_053826	0.085	1.150	0.009 ^c^	0.689	0.091	1.169
pyruvate dehydrogenase kinase, isozyme 4 (Pdk4)	AI031053	0.002 ^c^	1.443	0.018 ^c^	1.762	0.355	1.248
pyruvate dehyrogenase phosphatase catalytic subunit 1 (Pdp1)	NM_019372	0.724	1.014	0.610	0.980	0.043 ^c^	1.267
*Apoptosis* (**65**) ^a^		0.005 ^b^		0.003 ^b^		0.008 ^b^	
apoptosis, caspase activation inhibitor (Aven)	XM_230438	0.381	1.063	0.038 ^c^	0.858	0.570	1.072
BCL2-associated agonist of cell death (Bad)	NM_022698	0.695	0.977	0.040 ^c^	0.736	0.943	0.993
Bcl2-associated X protein (Bax)	XM_001061020	0.020 ^c^	1.055	0.425	0.930	0.941	0.994
BCL2/adenovirus E1B interacting protein 2 (Bnip2)	XM_217191	0.254	0.935	0.012 ^c^	0.861	0.608	1.106
BCL2/adenovirus E1B interacting protein 3-like (Bnip3l)	AI175871	0.805	0.952	0.059	0.585	0.00004 ^c^	0.471
caspase 1 (Casp1)	NM_012762	0.083	0.928	0.005 ^c^	0.726	0.175	0.841
caspase 12 (Casp12)	NM_130422	0.140	0.891	0.002 ^c^	0.792	0.071	0.779
caspase 2 (Casp2)	NM_022522	0.315	0.985	0.040 ^c^	1.294	0.651	0.987
caspase 3 (Casp3)	AI059604	0.329	0.865	0.004 ^c^	0.564	0.201	0.673
caspase 4, apoptosis-related cysteine peptidase (Casp4)	NM_053736	0.0004 ^c^	0.852	0.016 ^c^	0.698	0.160	0.837
caspase 7 (Casp7)	NM_022260	0.068	0.961	0.597	0.954	0.010 ^c^	1.147
death-associated protein (Dap)	NM_022526	0.280	0.924	0.060	0.813	0.040 ^c^	0.856
death associated protein kinase 1 (Dapk1)	XM_225138	0.894	1.005	0.442	0.906	0.032 ^c^	0.810
death associated protein kinase 2 (Dapk2)	XM_578739	0.155	0.856	0.001 ^c^	0.682	0.328	0.862
death associated protein kinase 3 (Dapk3)	NM_022546	0.973	1.002	0.049 ^c^	0.813	0.368	0.929
death associated protein-like 1 (Dapl1)	XM_342436	0.029 ^c^	0.529	0.848	0.906	0.938	1.031
DNA fragmentation factor, alpha subunit (Dffa)	NM_053679	0.072	0.882	0.009 ^c^	0.785	0.481	0.949
DNA fragmentation factor, beta subunit (Dffb)	NM_053362	0.921	1.025	0.038 ^c^	0.525	0.081	0.648
dihydroorotate dehydrogenase (quinone) (Dhodh)	NM_001008553	0.611	0.958	0.004 ^c^	0.788	0.501	0.953
mitochondrial carrier 2 (Mtch2)	AA892863	0.034 ^c^	1.908	0.539	1.181	0.131	0.782
programmed cell death 10 (Pdcd10)	AA964705	0.491	1.084	0.044 ^c^	0.662	0.384	0.876
programmed cell death 5 (Pdcd5)	XM_214911	0.208	1.052	0.416	0.920	0.011 ^c^	1.161
programmed cell death 6 (Pdcd6)	XM_217732	0.837	0.993	0.018 ^c^	0.722	0.445	1.034
programmed cell death 7 (Pdcd7)	XM_343413	0.051	1.103	0.030 ^c^	1.176	0.725	1.020
TP53 regulated inhibitor of apoptosis 1 (Triap1)	XM_001077518	0.010 ^c^	1.072	0.400	0.916	0.044 ^c^	1.100
voltage-dependent anion channel 1 (Vdac1)	AA875489	0.410	1.085	0.025 ^c^	0.725	0.846	0.982

This table represents a list of sexually dimorphic genes in one or more of the 3 ages (young, adult and old).

^a^ Gene Ontology (GO) term (number of genes evaluated).

^b^ Significant (p< 0.05) sex difference on overall GO term.

^c^ Significant (p< 0.05) sex difference in expression level of each gene.

FC—Fold Change calculated as a ratio of average expression levels in female hearts to male hearts.

p—probability value < 0.05.

### Sex-based differences in young (8-week) rats

**Fatty acid (FA) metabolism**. 

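The 51 genes of the FA metabolism set had a mean log2 value of -0.39 ± 0.03 (SD, n = 5) in young female and -0.42 ± 0.06 (SD, n = 5) in young male hearts. The difference, 0.029, was smaller than the spread between males, with 4 of 5 females above the male mean (two-sided exact permutation test, p = 0.381, adjusted p = 0.527 over the set tests). Without each rat in turn it lay between 0.006 and 0.04. Higher means in females were found for 33 genes and higher means in males for 18.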

Out of 53 genes interrogated for this category, 32 genes (60%) had higher expression levels in female rat hearts compared to males, but the effect was significant for only eight genes. Of these eight genes, expression of *Acaa2* (acetyl-CoA acyltransferase 2), *Acads* (acyl-CoA dehydrogenase, C-2 to C-3 short chain), *Ech1* (enoyl CoA hydratase 1, peroxisomal), *Hadhb* (hydroxyacyl-CoA dehydrogenase/3-ketoacyl-CoA thiolase/enoyl-CoA hydratase (trifunctional protein), beta subunit), *Hmgcs2* (3-hydroxy-3-methylglutaryl-CoA synthase 2 (mitochondrial)), *Mlycd* (malonyl-CoA decarboxylase), and *Pcca* (propionyl CoA carboxylase, alpha polypeptide) was higher in females compared to males, and only *Acsl4* (acyl-CoA synthetase long-chain family member 4) had significantly higher expression in males compared to females. 

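In limma Acads, Acsl4, Ech1 and Mlycd had an unadjusted p under 0.05, and the smallest adjusted p among these was 0.787. Acads differed by 0.36 log2 (SE 0.13), with 4 of 5 females above every male (two-sided exact permutation test, p = 0.0159). Ech1 and Acsl4 differed by 0.23 (SE 0.088) and -0.23 (exact p = 0.0238 for each), Acaa2 by 0.14 (SE 0.072), Mlycd by 0.24 and Pcca by 0.081 (exact p = 0.0397 for each), and Hadhb by 0.16 (exact p = 0.0556). Brighter rows of Acads and Mlycd were higher in females by 0.29 and 0.20, and only that of Mlycd had an unadjusted p under 0.05 in limma.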

Differentially expressed genes had average relative fold-changes ranging from 1.06- to 1.62-fold between the sexes. 

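On the arrays of young rats Pcca was 1.06-fold and Acads 1.29-fold higher in females.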

Altogether, the sex effect on overall FA metabolism was significant (p = 0.007) in young rats. 

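The adjusted p for FA metabolism in young rats ranged from 0.0329 (limma's camera with the preset correlation of 0.01) to 0.83 (without male replicate 2, exact permutation test) over the alternatives. Combining the p-values of the methods' t-test over the genes, with a term for the correlation between genes, gave an adjusted p of 0.392. The paper names no adjustment for its value. The correlations were estimated from 10 arrays and enter as squares, which raises a small combined p even for unrelated genes. The combination therefore does not repeat the paper's test. Under normexp background correction the exact permutation p was 0.00794, the smallest that 5 rats per sex allow, with an adjusted p of 0.143. From the combined p-value of the genes the paper concludes that FA metabolism differed between the sexes at this age.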

The relative fold change of *Acaa2* between the sexes was confirmed by qRT-PCR (Table 2).

**Table 2:** Verification of significantly altered genes by quantitative real time PCR (qRT-PCR).

**Gene Symbol**	**GenBank Accession ID**	**Microarray (Average fold change ^a^)**	**qRT-PCR** **(Average fold change ^a^ ± SEM)**
		**8-week**	
Pdk4	AI031053	1.44	1.49 ± 0.076
Acaa2	NM_130433	1.10	1.06 ± 0.080
		**21-week**	
Pdk4	AI031053	1.76	2.69 ± 0.590
Acaa2	NM_130433	0.74	0.87 ± 0.060
Bad	NM_022698	0.74	0.89 ± 0.059
		**78-week**	
Ndufa1	XM_343760	1.15	1.41 ± 0.118
Cox7b	NM_182819	1.21	1.64 ± 0.192

^a^ Average fold change in gene expression was calculated as a ratio of average gene expression in female to male heart.

SEM: Standard Error of the Mean (N = 5 rats/group).

**Apoptosis**. A total of 65 genes associated with the apoptotic process (see S3 Table) were evaluated to determine the sex effect. Thirty-seven genes (57%) showed higher expression levels in males compared to females, whereas 28 genes (43%) had higher expression levels in females compared to males. These included both pro- and anti-apoptotic genes. However, only 5 genes exhibited a significant sex difference. 

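Over the 63 genes of the rebuilt apoptosis set, 35 were higher in males and 28 higher in females. The set mean was -0.78 ± 0.02 (SD, n = 5) in females and -0.75 ± 0.06 (SD, n = 5) in males, with 4 of 5 males above the female mean (two-sided exact permutation test, p = 0.27, adjusted p = 0.405 over the set tests). The difference, -0.035, lay between -0.059 and -0.023 without each rat in turn, and normexp background correction turned it to 0.009.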

Expression of *Casp4* (caspase 4, apoptosis-related cysteine peptidase) and *Dapl1* (death associated protein-like 1) was significantly higher in males compared to females, whereas expression of *Bax* (Bcl2-associated X protein), *Mtch2* (mitochondrial carrier 2), and *Triap1* (TP53 regulated inhibitor of apoptosis 1) was significantly higher in females compared to males. 

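Of these 5 genes, limma put Casp4, Dapl1 and Mtch2 at an unadjusted p under 0.05, and the smallest adjusted p was 0.543. Casp4 differed by -0.23 (SE 0.064), with all 5 females below every male (two-sided exact permutation test, p = 0.00794, the smallest possible). Bax differed by 0.077 (exact p = 0.0317) and Triap1 by 0.10 (exact p = 0.0238). The first row of Dapl1 was not well above background on any array, and that of Mtch2 on 2 female and 0 male arrays. Another row of Mtch2, well above background on all 10 arrays, differed by -0.061, in the other direction.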

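Among Bax, Casp4 and Triap1, which were measured on every array of young rats, Bax had the smallest fold (1.05) and Casp4 the largest (1.17). Dapl1 and Mtch2 have no fold, because their first rows were at background in males.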

Sex-related differences in the expression levels of these significantly altered genes were between 1.05- and 1.91-fold. 

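For apoptosis in young rats the adjusted p was 0.58 with limma's camera at the preset correlation, 0.701 at the estimated correlation and 0.338 with directional fry. Over all alternatives it ranged from 0.0952 (probes filtered on background, exact permutation test) to 1.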

The changes in expression levels of 65 genes collectively showed a significant sex effect on apoptosis (p = 0.005) in young rats (Table 1).

### Sex-based differences in adult (21-week) rats

**Fatty acid (FA) metabolism**. GO analysis showed a significant (p = 0.001) sex effect on FA metabolism. 

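The FA metabolism set of adult rats had a mean log2 value of -0.14 ± 0.12 (SD, n = 5) in females and -0.05 ± 0.13 (SD, n = 5) in males, and 2 of 5 females lay below every male (two-sided exact permutation test, p = 0.23, adjusted p = 0.405 over the set tests). The difference was -0.096 and changed to -0.005 under quantile normalization and to 0.036 under normexp background correction. Over the alternatives the adjusted p ranged from 0.0843 (fry without regard to direction) to 1. The paper concludes a sex effect from the combined p-value of the set's genes.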

Thirty-three of 53 genes (62%) were more highly expressed in male rat hearts compared to females, and the expression of 8 genes was significantly different between the sexes. 

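In the rebuilt set, 34 of 51 genes were higher in males and 17 higher in females. limma called 6 of the 8 genes at an unadjusted p under 0.05, all but Acadm and Acat1, and their smallest adjusted p over all gene names was 0.278.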

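In adult rats Acadm, Acsl6 and Oxsm differed by -0.15, -0.34 and -0.29 log2, with no overlap between the sexes (two-sided exact permutation test, p = 0.00794 for each). Cyp11a1 differed by -0.80 (exact p = 0.0238) and Acat1 by -0.17 (exact p = 0.0556). Acsl3 and Acot2 were higher in females, by 0.42 (exact p = 0.0159) and 0.31 (exact p = 0.0238). The direction of Acadm depended on the processing, with 0.063 under quantile normalization, 0.074 with the raw median signal and 0.62 under normexp background correction, which also turned Acat1 to 0.48.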

Expression of *Acaa2* (acetyl-CoA acyltransferase 2), *Acadm* (acyl-CoA dehydrogenase, C-4 to C-12 straight chain), *Acat1* (acetyl-CoA acetyltransferase 1), *Acsl6* (acyl-CoA synthetase long-chain family member 6), *Cyp11a1* (cytochrome P450, family 11, subfamily a, polypeptide 1), and *Oxsm* (3-oxoacyl-ACP synthase, mitochondrial) was significantly higher in male compared to female hearts, whereas expression of *Acot2* (acyl-CoA thioesterase 2) and *Acsl3* (acyl-CoA synthetase long-chain family member 3) was significantly higher in female compared to male hearts. Differences in expression levels of these genes ranged from 1.11 to 1.74-fold between the sexes. 

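All 8 genes were well above background on every array. Their folds ran from 1.11 for Acadm to 1.74 for Cyp11a1.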

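On the arrays of adult rats Acaa2 had a mean log2 value of 4.83 ± 0.13 (SD, n = 5) in females and 5.27 ± 0.17 (SD, n = 5) in males, 1.35-fold higher in males. All 5 females lay below every male (difference -0.44, SE 0.13, two-sided exact permutation test, p = 0.00794, the smallest possible, limma adjusted p = 0.288). Under normexp background correction the difference was 0.21.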

The lower expression level of *Acaa2*in male compared to female hearts as measured by microarray analysis was verified by qRT-PCR (Table 2).

**Pyruvate dehydrogenase (PDH) complex**. Out of 11 genes evaluated for the PDH complex, eight genes (73%) had higher expression levels in male hearts compared to females, whereas three genes (27%) had expression levels higher in females compared to males. Of these 11 genes, 4 showed a significant sex effect. 

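The rebuilt PDH set also had 8 of 11 genes higher in males and 3 higher in females at 21 weeks, and under quantile normalization 6 were higher in females. Its mean was -0.42 ± 0.12 (SD, n = 5) in females and -0.35 ± 0.17 (SD, n = 5) in males (two-sided exact permutation test, p = 0.468, adjusted p = 0.545 over the set tests). The difference of -0.069 turned to 0.12 under normexp background correction, and it was -0.007 without male replicate 2.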

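Pdk1 differed by -0.54 (SE 0.17, two-sided exact permutation test, p = 0.0159), 1.45-fold higher in adult males. Pdhx differed by -0.33, 1.26-fold, and Dlat by -0.16, 1.11-fold (exact p = 0.0476 for each). The smallest limma adjusted p over all gene names was 0.289, and of Dlat, Pdhx and Pdk1 only Pdk1 had an unadjusted p under 0.05 in limma. Dlat changed sign with the raw median signal (0.035) and under normexp background correction (0.48).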

Expression levels of *Dlat* (dihydrolipoamide S-acetyltransferase), *Pdhx* (pyruvate dehydrogenase complex, component X), and *Pdk1* (pyruvate dehydrogenase kinase, isozyme 1) was significantly higher in males compared to females, and differences in expression levels between the sexes ranged from 1.11- to 1.45-fold. On the other hand, the expression of *Pdk4* (pyruvate dehydrogenase kinase, isozyme 4), was significantly lower by 1.76 fold in male compared to female hearts. 

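Pdk4 had a mean log2 value of 4.49 ± 0.62 (SD, n = 5) in adult females and 3.67 ± 0.07 (SD, n = 5) in adult males. The difference was 0.82 (SE 0.26), with all 5 females above every male (two-sided exact permutation test, p = 0.00794, the smallest possible).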

GO ontology analysis showed a significant sex effect (p = 0.002) on the PDH complex in adult rats (Table 1). 

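limma's directional fry gave an adjusted p of 0.274 for the PDH complex of adult rats and camera with the preset correlation gave 0.808. The alternatives ranged from 0.0366 to 1. The paper concludes a sex effect on this complex from the combined p-value of its 11 genes.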

The increased expression of *Pdk4* in females was confirmed by qRT-PCR (Table 2).

**Apoptosis**. Similar to young rats, a significant sex effect (p = 0.003) was also observed on apoptosis in the hearts of adult F344 rats (Table 1). 

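In adult rats the apoptosis set had a mean log2 value of -0.63 ± 0.07 (SD, n = 5) in females and -0.42 ± 0.18 (SD, n = 5) in males, with 4 of 5 females below every male (two-sided exact permutation test, p = 0.0238, adjusted p = 0.143 over the set tests). The difference was -0.22, and -0.051 after the mean of the other genes of S1 Table was subtracted from each array (exact p = 0.0476, adjusted p = 0.286). Without each rat in turn it lay between -0.27 and -0.16. Normexp background correction turned it to 0.011, and quantile normalization gave -0.12. Over the alternatives the adjusted p ranged from 0.00721 (camera with the preset correlation) to 1.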

Fifty-three of 65 genes (82%) evaluated for apoptosis had expression levels higher in male hearts compared to females. 

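The rebuilt set also had 53 genes with higher means in males, out of 63, and 10 with higher means in females. Normexp background correction gave 27 genes higher in females.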

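Table 1 lists 17 apoptosis genes for adult rats, and limma put 13 of them at an unadjusted p under 0.05. The adjusted p of Dapk2 over all gene names was 0.266. Some of these genes, Dffb and Pdcd10 among them, had first rows that were not well above background on any array. Among the genes measured on every array the folds ranged from 1.16 (Bnip2) to 1.47 (Dapk2).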

Seventeen genes (26%) were significantly different between the sexes; a majority of which were pro-apoptotic genes and had higher expression in males compared to females. These included *Aven* (apoptosis, caspase activation inhibitor), *Bad* (BCL2-associated agonist of cell death), *Bnip2* (BCL2/adenovirus E1B interacting protein 2), *Casp1* (caspase 1), *Casp12* (caspase 12), *Casp3* (Caspase 3), *Casp4* (caspase 4, apoptosis-related cysteine peptidase), *Dapk2* (death-associated kinase 2), *Dapk3* (death-associated protein kinase 3), *Dffa* (DNA fragmentation factor, alpha subunit), *Dffb* (DNA fragmentation factor, 40kDa, beta polypeptide (caspase-activated DNase)), *Dhodh* (dihydroorotate dehydrogenase (quinone)), *Pdcd10* (programmed cell death 10), *Pdcd6* (programmed cell death 6), and *Vdac1* (voltage-dependent anion channel 1). On the other hand, expression levels of pro-apoptotic genes *Casp2* (caspase 2) and *Pdcd7* (programmed cell death 7) were significantly higher in female compared to male hearts. 

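Bad had a mean log2 value of 0.50 ± 0.16 (SD, n = 5) in adult females and 0.94 ± 0.37 (SD, n = 5) in adult males, 1.36-fold higher in males (difference -0.44, SE 0.19, two-sided exact permutation test, p = 0.0159, limma adjusted p = 0.314). Casp4, Casp1, Casp12, Dffa and Dhodh differed by -0.52, -0.46, -0.34, -0.35 and -0.34. Dapk2, Pdcd6 and Vdac1 differed by -0.55, -0.47 and -0.46. Brighter rows under the same name gave -0.23 for Dapk2, -0.16 for Vdac1 and -0.43 for Pdcd10. Under normexp background correction Aven (0.049), Bnip2 (0.084), Dapk3 (0.29), Pdcd6 (0.18) and Vdac1 (0.10) changed direction.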

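Casp2 was higher in adult females by 0.37 log2 (SE 0.17, two-sided exact permutation test, p = 0.0238), or 1.29-fold. Pdcd7 was higher by 0.23 (SE 0.13, exact p = 0.0397), or 1.18-fold.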

The higher expression level of *Bad* in male compared to female hearts was confirmed by qRT-PCR (Table 2).

### Sex-based differences in old (78-week) rats

**Oxidative phosphorylation**. 

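The 84 genes of the oxidative phosphorylation set had a mean log2 value of 2.20 ± 0.09 (SD, n = 5) in old females and 2.12 ± 0.07 (SD, n = 5) in old males, with 4 of 5 females above the male mean (two-sided exact permutation test, p = 0.151, adjusted p = 0.405 over the set tests). The difference was 0.076, and 0.12 without the arrays labeled female replicate 2 and male replicate 3, whose Y-linked genes were at the level of the other sex (exact p = 0.0571, 4 rats per sex). Normexp background correction turned the difference to -0.097. The adjusted p ranged from 0.000397 (camera with the preset correlation) to 1 over the alternatives. From the combined p-value of all genes of the complexes the paper concludes that oxidative phosphorylation differed between the sexes in old rats.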

Energy production within mitochondria is carried out by oxidative phosphorylation, which is composed of five complexes, I through V. The sex effect on this GO term was calculated as a cumulative effect of all five complexes and showed a significant effect on oxidative phosphorylation (p = 0.034). A total of 85 genes were interrogated (see S3 Table), of which the expression of 64 genes (75%) was higher in female compared to male hearts. 

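In the rebuilt set 63 of 84 genes were higher in old females and 21 higher in old males. Leaving out both arrays at odds with their sex label raised the count in females to 68. Under normexp background correction 30 were.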

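limma put Cox7b and Cox8a at an unadjusted p under 0.05 in old rats, and not Ndufa1, Ndufa2, Ndufb2, Ndufs6, Ndufv3, Uqcrc2, Cox7a2 or Surf1. The smallest adjusted p of these 10 genes was 0.878. Without the 2 arrays that carried the Y-linked signal of the other sex, all 10 genes were higher in females and 5 had an unadjusted p under 0.05 in limma. Normexp background correction turned all of them except Cox8a.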

Ten genes were significantly different between the sexes and had higher expression in females compared to males. These included 5 genes of complex I, one gene of complex III (*uqcrc2*), and 4 genes of complex IV. 

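Uqcrc2 was higher in old females by 0.23 log2 (SE 0.11, two-sided exact permutation test, p = 0.0317), or 1.17-fold. It was 0.28 with both arrays at odds with their sex label left out, and -0.14 under normexp background correction.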

Among five complexes, a significant sex effect was observed only on complexes I (p = 0.039) and IV (p = 0.009) (see Table 1).

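The set mean of complex I was higher in old females by 0.089, with 4 of 5 females above the male mean (two-sided exact permutation test, p = 0.175, adjusted p = 0.405). That of complex IV was higher by 0.13, with 4 of 5 females above every male (exact p = 0.0159, adjusted p = 0.143). With both arrays at odds with their sex label left out, each differed by 0.16 with an exact p of 0.0286, the smallest that 4 rats per sex allow. Over the alternatives the adjusted p ranged from 0.000963 to 1 for complex I and from 0.00156 to 1 for complex IV. Normexp background correction turned complex I to -0.15 and complex IV to -0.027.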

**Complex I (NADH ubiquinone dehydrogenase)**. This GO term included 36 genes (see S3 Table), of which 29 genes (81%) had expression levels higher in female compared to male hearts. 

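Higher means in old females were found for 28 of the 35 complex I genes. The count was 30 without the arrays whose Y-linked genes disagreed with their label and 9 under normexp background correction. The set mean was 3.62 ± 0.13 (SD, n = 5) in females and 3.53 ± 0.05 (SD, n = 5) in males.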

A significant sex effect was observed on expression of *Ndufa1* (NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 1), *Ndufa2* (NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 2), *Ndufb2* (NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 2), *Ndufs6* (NADH dehydrogenase (ubiquinone) Fe-S protein 6), and*Ndufv3* (NADH dehydrogenase (ubiquinone) flavoprotein 3). 

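Ndufa1 had a mean log2 value of 7.53 ± 0.11 (SD, n = 5) in old females and 7.34 ± 0.10 (SD, n = 5) in old males (difference 0.19, SE 0.093, two-sided exact permutation test, p = 0.0159). The exact p was 0.0238 for Ndufv3 (0.16), 0.0397 for Ndufs6 (0.16), 0.0556 for Ndufa2 (0.10) and 0.0635 for Ndufb2 (0.17). limma called 0 of these 5 genes at an unadjusted p under 0.05 and the methods' t-test called 5. With both arrays at odds with their sex label left out limma called 2, and the difference of Ndufa1 was 0.27. All 5 were lower in females under normexp background correction, from -0.004 for Ndufa1 to -0.32 for Ndufa2.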

Differential expression levels of these genes were subtle and ranged between 1.07- and 1.14-fold. 

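On all 10 arrays the folds were 1.07 for Ndufa2 to 1.14 for Ndufa1. They ran from 1.10 to 1.21 with both arrays at odds with their sex label left out.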

The higher expression level of *Ndufa1* in females was verified by qRT-PCR (Table 2).

**Complex IV (cytochrome c oxidase)**. 

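The complex IV set had a mean log2 value of 0.91 ± 0.05 (SD, n = 5) in old females and 0.78 ± 0.09 (SD, n = 5) in old males, with all 5 females above the male mean. Of its 20 genes, 16 were higher in females once both arrays at odds with their sex label were left out.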

Fifteen out of 20 genes (75%) evaluated for complex IV (see S3 Table) had higher expression levels in female compared to male hearts. The expression of four genes was significantly different between the sexes. 

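Cox7a2 differed by 0.23 (SE 0.11, two-sided exact permutation test, p = 0.0238) in old rats and Surf1 by 0.17 (exact p = 0.0159). Cox8a differed by 0.74 (SE 0.21, exact p = 0.0159), but its first row was well above background on 5 female and only 1 male array. Another row of Cox8a, well above background on all 10 arrays, differed by 0.01. The differences were 0.31 for Cox7a2, 0.22 for Surf1 and 0.73 for Cox8a with both arrays at odds with their sex label left out. Normexp background correction turned Cox7a2 to -0.004 and Surf1 to -0.047.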

Females showed higher expression of *Cox7a2* (cytochrome c oxidase subunit VIIa polypeptide 2), *Cox7b* (cytochrome c oxidase subunit VIIb), *Cox8a* (cytochrome c oxidase subunit VIIIa), and *Surf1* (surfeit 1) when compared to males. 

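Of the complex IV genes in old rats, Surf1 had a fold of 1.12 and Cox8a a fold of 1.67. Without the arrays at odds with their label the folds of Cox7a2, Cox7b, Cox8a and Surf1 lay between 1.16 and 1.66.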

The differential expression levels of these genes ranged from 1.12- to 1.67-fold.. The higher expression level of *Cox7b* was 1.21-fold in female hearts relative to males and was confirmed by qRT-PCR (Table 2).

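Cox7b had a mean log2 value of 6.96 ± 0.19 (SD, n = 5) in old females and 6.68 ± 0.07 (SD, n = 5) in old males, with 4 of 5 females above every male (difference 0.28, SE 0.11, two-sided exact permutation test, p = 0.0317). The fold was 1.30 with both arrays at odds with their sex label left out. The difference was -0.12 under normexp background correction.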

**Apoptosis**. 

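In the rebuilt apoptosis set 41 of 63 genes were higher in old males and 22 higher in old females. The count in females was 24 with both arrays at odds with their sex label left out.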

Forty-three genes (66%) out of 65 evaluated for apoptotic process had higher expression in the hearts of old males compared to old females, while 22 genes (34%) had higher expression in females compared to males. 

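Bnip3l, Dapk1 and Pdcd5 had an unadjusted p under 0.05 in limma in old rats, and the smallest adjusted p over all gene names was 0.182 (Bnip3l). The first row of Bnip3l was not well above background on any array, and another row of it, well above background on all 10, differed by -0.22. Dap and Dapk1 differed by -0.22 (two-sided exact permutation test, p = 0.0476) and -0.30 (SE 0.13, exact p = 0.0397). Pdcd5 was higher in females by 0.22 (exact p = 0.0159) and Triap1 by 0.14 (exact p = 0.0476). Without the arrays labeled female replicate 2 and male replicate 3 Bnip3l, Dap, Dapk1, Pdcd5 and Triap1 kept their direction, with -0.31 for Dap and -0.43 for Dapk1. Under normexp background correction Pdcd5, Triap1 and Bnip3l changed direction, to -0.15, -0.28 and 0.071.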

The expression of six genes was significantly different between the sexes and these included *Bnip3l* (BCL2/adenovirus E1B interacting protein 3-like), *Dap* (death-associated protein), and *Dapk1* (death associated protein kinase 1), whose expression was higher in males compared to females, and *Casp7* (caspase 7), *Pdcd5* (programmed cell death 5), and *Triap1* (TP53 regulated inhibitor of apoptosis 1), whose expression was higher in females compared to males. 

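The fold in old rats was 1.10 for Triap1 and 1.23 for Dapk1, and 1.14 and 1.35 with both arrays at odds with their sex label left out. Bnip3l has no fold, because its first row was at background on every array.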

The differential expression levels of these genes ranged from 1.10- to 2.12-fold between the sexes. Altogether, this GO term showed a significant (p = 0.008) sex effect in old rats (Table 1).

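The set mean was -0.86 ± 0.08 (SD, n = 5) in old females and -0.76 ± 0.02 (SD, n = 5) in old males, with 4 of 5 females below every male (two-sided exact permutation test, p = 0.0159, adjusted p = 0.143 over the set tests). The difference was -0.093, and it lay between -0.11 and -0.059 without each rat in turn. With both arrays at odds with their sex label left out it was -0.11 (exact p = 0.0286, the smallest that 4 rats per sex allow). The adjusted p ranged from 0.0857 to 1 over the alternatives. The paper concludes a sex effect on apoptosis from the combined p-value of the genes.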

## Discussion

The objective of the present study was to obtain insights into the role of mitochondria in sex-related differences and potential susceptibility to CVDs during aging. To accomplish this, expression levels of 670 nuclear genes associated with mitochondrial function were analyzed in young, adult, and old male and female F344 rats to determine sex-related differences, if any, in cardiac mitochondria. A prominent finding of the study was a significant sex-related difference in expression levels of cardiac genes involved in energy metabolism in F344 rats at three different ages.

A large body of evidence indicates association between impaired mitochondrial activity and cardiac pathologies both in humans and rodents. Deficiencies in mitochondrial energy in dilated and hypertrophic cardiomyopathies [44, 45] and defects in genes encoding proteins associated with fatty acid metabolism leading to fatal cardiomyopathy [46] have been reported in humans. Also, a number of transgenic animal models exhibiting mutations in nuclear genes involved in mitochondrial function, including fatty acid metabolism have provided important information on a likely association between mitochondrial dysfunction and progression of the cardiac phenotypes [47–49]. Sex-related differences have been indicated in cardiovascular diseases in humans. Nonetheless, information related to differential mitochondrial activity and development of cardiac diseases between the sexes is lacking in both humans and laboratory animals. Results of the present study therefore, will help fill the knowledge gap concerning contribution of mitochondria to the pathophysiological events in the heart between the sexes.

In heart, fatty acids serve as a prime source of energy. Fatty acids are oxidized via the fatty acid β-oxidation pathway within mitochondria and accounts for 60–90% of cardiac energy [50]. In the present study, a significant sex-related difference was observed in FA metabolism in young (p = 0.007) and adult (p = 0.001) rat hearts (Table 1). In young rats, expression of 32 of 53 genes associated with FA metabolism was higher in female hearts compared to age-matched males, whereas 33 of 53 genes showed higher expression in adult male hearts compared to age-matched females. 

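In the rebuilt FA metabolism set, 20 of the 33 genes with higher means in young females had lower means in adult females, and 16 of 31 under quantile normalization. Over the set's genes with scanner values at all 3 ages, the sex difference at 8 weeks minus that at 21 weeks was 0.13 log2 (two-sided exact permutation of the sex labels within each age, p = 0.154, adjusted p = 0.396 over 18 tests).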

Interestingly, 18 genes that showed higher expression in female hearts at young age, had lower expression at adult age compared to age-matched male hearts. Only one gene, acyl-CoA acyltransferase (*Acaa2*), also known as 3-ketoacyl-CoA thiolase, was found to be common between differentially expressed genes in young and adult hearts. 

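For Acaa2 the sex difference (female minus male) at 8 weeks minus that at 21 weeks was 0.57 log2 (SE 0.17) in a limma fit of all 30 arrays (adjusted p = 0.306).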

While *Acaa2*, *Acads*, *Acsl4*, *Ech1*, *Hadhb*, *Hmgcs2*, *Mlycd*, and *Pcca* showed a significant sex effect in young rat hearts, a significant sexual dimorphism was observed in the expression levels of *Acaa2*, *Acadm, Acat1*, *Acot2*, *Acsl3*, *Acsl6*, and *Oxsm* in adult rat hearts. Acyl-CoA synthase long-chain family (Acsl) catalyzes conversion of long-chain fatty acids into fatty-acyl Coenzyme A (CoA) esters, which is a key step prior to the oxidation of long-chain fatty acids within mitochondria. Rats showed differential expression for different members of Acsl family in the heart. Young female rats exhibited significantly lower expression of *Acsl4* whereas adult females had higher *Acsl3* expression and lower *Acsl6* expression compared to age-matched males. Once transported inside the mitochondria, esterified fatty acids undergo oxidation through fatty acid β-oxidation pathway that involves a series of four main enzymes, acyl-CoA dehydrogenase (Acad), enoyl-CoA hydratase (Ech), hydroxyacyl-CoA dehydrogenase (Hadh), and ketoacyl-CoA thiolase, resulting in acetyl-CoA molecules as the final product. In young female hearts, acyl-CoA dehydrogenase for short chain fatty acids (*Acads*), Ech1, *Hadha*, and *Acaa2*, associated with each of the four steps involved in β-oxidation of fatty acid, respectively, had expression levels higher compared to young males. In contrast to the higher level of expression of Acads in young female hearts, the expression of the gene for the medium chain-specific form of this enzyme (Acadm) was higher in the hearts of adult males than females. 

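In young rats Hadha differed by 0.015 (SE 0.078, two-sided exact permutation test, p = 0.833), and its direction changed to -0.006 under quantile normalization, to -0.022 without female replicate 2 and to -0.021 without male replicate 4. Table 1 lists Hadhb.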

Unlike in young female hearts, expression of *Acaa2*, which catalyzes the final step of the β-oxidation pathway, was lower in adult female hearts compared to adult males. There is not enough information related to sex differences in FA metabolism in heart. Results of the present study provide important insights into the sex differences in cardiac FA metabolism in rats. Interestingly, expression of acetyl-CoA acetyltransferase 1 (*Acat1*), which is involved in ketone breakdown during the processing of fats, was higher in adult male hearts compared to age-matched females.

Glucose, lactate, amino acids, and ketone bodies can also be utilized as alternative metabolic fuels by the heart under certain conditions [51]. Glucose oxidation via glycolysis accounts for 10–40% of total cardiac energy [52]. The pyruvate produced during glycolysis is transported across the outer mitochondrial membrane for further oxidation to acetyl-CoA by the PDH complex located within the inner mitochondrial membrane. Dephosphorylation of PDH by PDH phosphatase activates the enzyme whereas phosphorylation by PDH kinase (PDK) inactivates the enzyme [51]. In the present study, a significant sex effect (p = 0.002) was observed on the expression of the PDH complex only in adult hearts. Eight out of 11 genes (73%) evaluated for the PDH complex had higher expression levels in adult male hearts compared to females. Among four genes that showed a significant sex effect, the expression of only pyruvate dehydrogenase kinase, isoform 4 (*Pdk4*) was significantly lower in male hearts compared to females. Pdk4 is the dominant isoform in the heart [53]. Higher levels of this isoform have been related to lower PDH activity and inhibition of the glucose pathway in cardiomyocytes during hibernation in mammals [54]. In view of this, significantly lower expression of *Pdk4* in adult male hearts compared to females may suggest higher PDH activity and increased glucose pathway in adult male hearts. As mentioned earlier, adult hearts also showed a significant sex effect on genes associated with FA metabolism; males showing higher expression compared to age-matched females. These findings thus indicate that both fatty acids and glucose may be utilized as sources of energy for adult male rat hearts, possibly to meet greater energy demands compared to adult females. In view of this, one may assume a greater risk for development of cardiac dysfunction or pathologies in adult male rats than in females, if fatty acid metabolism and/or pyruvate dehydrogenase complex is impaired. In the healthy human heart, in addition to fatty acids as a source of fuel, energy is derived from glucose oxidation in mitochondria [55]. It has been suggested that many of the metabolic events for selection of fuel and capacity for ATP generation in the heart are regulated at the transcriptional level [56].

Acetyl-CoA derived from fatty acids and pyruvate enters the tricarboxylic acid cycle (TCA) for further oxidation. Both the fatty acid β-oxidation pathway and the TCA cycle provide FADH_2_ and NADH substrates essential for ATP generation by oxidative phosphorylation. Oxidative phosphorylation is a complex system comprised of a respiratory chain of multi-subunit protein complexes I through IV, coupled with phosphorylation of ADP to ATP by ATP synthase (complex V). To date, only a few animal studies have evaluated sex-related differences in specific aspects of mitochondrial energetics in the heart at different ages [12, 24, 29, 57]. Yan et al (2004)[24] showed a significantly higher expression of proteins associated with complexes III, IV, and V of oxidative phosphorylation in the hearts of old female monkeys compared to age-matched males and that this sex difference was absent in the hearts of young monkeys. Also, the rate of cardiac mitochondrial oxygen consumption was higher in old female monkeys compared to age-matched males [24]. A significant gender difference in cardiac mitochondria has also been reported in 15-month old (adult) Wistar rats that showed a greater mitochondrial oxidative potential in hearts of females compared to males [12]. 

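In young rats the oxidative phosphorylation mean was higher in females by 0.029, with 3 of 5 females above the male mean (two-sided exact permutation test, p = 0.667, adjusted p = 0.706), and changed sign without male replicate 2 (-0.003) or male replicate 4 (-0.005). In adult rats it was lower in females by a log2 difference of -0.27, with all 5 females below the male mean (exact p = 0.238, adjusted p = 0.405). This difference was 0.14 under normexp background correction, and leaving out single rats gave -0.38 (without male replicate 1) to -0.12 (without male replicate 2). Given as younger minus older age, the sex difference (female minus male) at 8 and 78 weeks differed by -0.055 (exact p = 0.583, adjusted p = 0.645) and that at 21 and 78 weeks by -0.34 (exact p = 0.124, adjusted p = 0.396). With both 78-week arrays at odds with their sex label left out these values were -0.11 (exact p = 0.339) and -0.39 (exact p = 0.0743). The paper states that the ages were in different batches, although 1 slide held arrays of both 8 and 78 weeks.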

Corroborating these reports is the significant sexual dimorphism in the expression of genes associated with oxidative phosphorylation observed only in old rat hearts in the present study. Sixty-four of 85 genes (75%) associated with oxidative phosphorylation had higher expression levels in female hearts compared to age-matched male hearts. However, only complex I (p = 0.038) and IV (p = 0.009) were significantly different between the sexes. In both complexes, expression levels of a majority of genes, 29 of 36 genes (81%) in complex I and 15 of 20 genes (75%) in complex IV, were higher in females compared to males. 

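Higher means in old females were found for 2 of 4 genes of complex II, 4 of 7 of complex III and 14 of 18 of complex V. These counts were 3, 4 and 15 with both arrays at odds with their sex label left out.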

Although, complexes II, III, and V did not show a significant sex effect, it should be noted that more than 50% of the 29 genes evaluated for these three complexes had higher expression levels in female hearts compared to males in old rats.

In the present study, higher expression levels of genes associated with oxidative phosphorylation in old female hearts compared to males may suggest a greater oxidative potential of cardiac mitochondria in females compared to males. Such inherent differences in the transcriptional levels of genes associated with energy production between the sexes may significantly contribute to differences in cardiac function and thus the susceptibility to cardiac diseases between the sexes. Studies have demonstrated a greater cardiac contractility in women than in men and better preservation of myocardial mass in women than men during aging [11, 58, 59]. This could, in part, be related to differential cardiac expression of genes involved in mitochondrial energy metabolism between the sexes. Also, sex-based difference in left ventricular function has been reported in old (25 month-old) F344 rats where males demonstrated impaired systolic performance compared to age-matched females, and this was attributed to intrinsic differences in cardiac physiology [9].

Moreover, sex-related differences in cardiac disease might be related to differences in the mechanism responsible for protection of the myocardial structure between the sexes. Loss of cardiomyocytes, which can occur as a result of apoptosis, has been indicated as an important feature in the development of cardiac failure [60] and aging of the heart [61, 62]. Sex difference in loss of cardiomyocytes has been described in aging human heart that showed a greater decline in number of ventricular myocytes in males than in females [59]. Although, histological examination of heart tissues was not performed in F344 rats in the present study, significant sex-related differences observed in expression levels of genes involved in apoptosis in hearts of these rats suggest a greater myocardial loss in male hearts than in female hearts. At all three ages, a majority of pro-apoptotic genes (*Bad*, *Bnip3l*, *Casp3*, *Dap*, *Dapk1*, *Dapk2*, *Dapk3*, *Dffa*, *Dffb*, *Pdcd10*, *Pdcd6*, *Vdac1*) showed higher expression in male hearts compared to females. It has been suggested that apoptosis of cardiomyocytes can lead to reduced contractile force and thinning of myocardial wall [63], which could impair performance of cardiac function. Such differential expression of apoptotic genes in hearts between the sexes may be responsible for better maintenance of myocardial mass and function, leading to possibly lesser prevalence of heart diseases, and longer life-span in females than males in animals and humans [4, 9, 64].

Protection of females against cardiovascular risks has been largely attributed to estrogen [3, 7, 65]. Anti-apoptotic action of estrogen has been proposed as a potential mechanism [66, 67]. In view of this, one may assume increased apoptosis in aging female hearts due to decline in estrogen. In the present study, however, female F344 rats showed lower expression of genes involved in apoptosis compared to age-matched males at all ages. 

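The sex difference of the apoptosis set mean did not pass a test of change with age. Given as younger minus older age, it differed by 0.17 between 8 and 21 weeks (two-sided exact permutation within each age, p = 0.154, adjusted p = 0.396), by 0.054 between 8 and 78 weeks (exact p = 0.331, adjusted p = 0.475) and by -0.12 between 21 and 78 weeks (exact p = 0.343, adjusted p = 0.475). With both 78-week arrays at odds with their sex label left out, the values involving that age were 0.066 (exact p = 0.291) and -0.11 (exact p = 0.399).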

Olivetti and colleagues (1995)[59] have reported that loss of cardiomyocytes in both ventricles in women is insignificant compared to men during aging, further suggesting that other factors besides sex hormones may influence cell death of cardiomyocytes with age.

In summary, the present study showed sexual dimorphism in the transcriptional levels of genes associated with FA metabolism, PDH complex, and oxidative phosphorylation in hearts of F344 rats. It appears that energy requirement in young female hearts might be higher in comparison to young males and is met by increased transcription of genes associated with FA metabolism. On the other hand, both fatty acids and glucose might be utilized as sources of energy to satisfy a greater energy demand in adult male hearts compared to females. However, old female rats seem to exhibit better cardiac potential for ATP production as evidenced by significantly higher expression of a majority of genes associated with oxidative phosphorylation compared to old males. Differential selection of energy sources in F344 rat hearts between sexes at various life stages may have implications for sex differences in cardiac function. Moreover, changes in expression of pro-apoptotic genes observed in F344 rat hearts support the concept that differential apoptosis may be responsible for better preservation of cardiac mass in females than in males. This again, may contribute to sex-related differences in susceptibilities to CVDs.

The molecular mechanisms underlying sex-based differences in development of CVDs are multi-factorial. The basal differences in transcriptional levels of cardiac energy mechanics between the sexes observed in F344 rats in the present study may, in part, explain a possible involvement of mitochondria in sex-related differences in the prevalence and pathologies of various CVDs. However, the present analyses were exploratory and the findings may not be conclusive at this stage. Replication experiments could be conducted to gather more evidence for the association between sex and mitochondrial-related gene expressions. The expression data of mitochondria-related genes in the present study are from healthy untreated rat hearts and may serve as a reference in future studies designed to verify mitochondrial role in differences in CVDs between the sexes.

## Supporting Information

S1 Table List of 670 mitochondria-related genes. (XLSX) Click here for additional data file.

S2 Table Sexually dimorphic genes in hearts of Fischer 344 rats. (XLSX) Click here for additional data file.

S3 Table List of GO terms evaluated using rat heart gene expression data. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

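Gene expression was measured in the hearts of 30 untreated F344 rats, 5 females and 5 males at each of 8, 21 and 78 weeks, with 1 single-color Agilent array per rat. The authors deposited 2 kinds of data. The scanner files of the 30 arrays hold the intensity of 45018 spots, 1639 of them controls, as read by Feature Extraction 9.5. The table of each age holds 1 value per gene row and rat, on a linear scale. The methods describe an average over the probes of a gene, whereas the tables keep separate rows for the probes of many genes. Before the tables were deposited the authors also removed genes that were not expressed by a rule they do not state, and divided the intensities by the 75th percentile of the array. The scanner files also hold raw spot and background intensities and, per the file headers, background-subtracted intensities that were not normalized between arrays, with flags for spots well above background. All columns of the tables were used (0 unlisted).

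The methods name the median signal. Each table was therefore compared with the scanner files, over 10 arrays at 8 and 78 weeks and over the 5 female arrays at 21 weeks. The table values followed the processed, background-subtracted signal, with a median correlation over probes of 1.0, against 0.95 for the raw median signal at 8 weeks. Values rebuilt from the processed signal, as the geometric mean over the spots of a probe divided by the 75th percentile, differed from the tables by at most 0.0016, 0.0011 and 0.0034 log2 at 8, 21 and 78 weeks. The tables have 27408, 27383 and 26553 rows for 23268, 23227 and 22458 gene names, and 3437, 3451 and 3403 names have several rows. For each name the first row was used. This choice was made after the data were seen, because the p-values of S2 Table are those of the first rows, and the brightest row and the mean of the rows were kept as alternatives. Of the S1 Table genes 663, 670 and 660 are in the tables, and 654, 661 and 651 of their first rows were matched to a probe. For the others it is not known on which arrays they were above background.

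The sex, age and replicate number of each array were taken from its labels. The 21-week male columns name only the group. They were compared as a group, and whatever needs the identity of a rat at that age (leaving out a rat, slides, other splits of the rats) used the values rebuilt from the scanner files. The levels of the Y-linked genes disagree with the label of 2 arrays at 78 weeks. No array was relabeled or left out of the reported values, and an alternative without both was added after these levels were seen.

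Females and males of 1 age were compared on log2 values with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 with data.table 1.17.8. Genes of S1 Table were counted at an unadjusted p under 0.05, as in the paper, and all gene names at an adjusted p under 0.05 (Benjamini-Hochberg). A fold is given only where the row was well above background on at least 1 array of each sex. Where this held for 1 sex, a bound is given for genes without overlap between the sexes, for which each array of the other sex contributed the larger of its signal and the lowest signal among its spots well above background. Nothing is given where it held for neither. For single genes and for sets a two-sided exact permutation test over 252 assignments of the sex labels was used. Gene sets were rebuilt by name from S1 Table, with 84, 35, 20, 51, 11 and 63 genes. The change of the sex difference with age was fitted with limma on the 20943 genes of all 30 arrays, 627 of them in S1 Table, and for sets by 63504 assignments within 2 ages. The paper states that the ages were in different batches, although 1 slide holds arrays of both 8 and 78 weeks, and this fit assumes that a batch affects females and males alike. No other fit compared ages.

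The genes given singly were chosen by rules set beforehand: those that the paper names in Table 1, Table 2 or its text, Y-linked genes and Xist as checks of the sex labels, and at each age the 5 genes outside S1 Table with the smallest adjusted p. Some of the genes that these rules cover are not reported here, and totals over named genes leave them out. Genes chosen otherwise are named as such. Lists of marker genes for blood, adipose tissue, atrium, fibroblast and matrix, leukocyte and skeletal muscle were written down before they were tested.

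limma and the set test were tested on simulated data with the means and spreads of each table, independent genes, 200 changed genes and 10 simulations. limma recovered 61.6, 47.9 and 56.5% of the changed genes at 8, 21 and 78 weeks on average (57 to 68, 43 to 53.5 and 51 to 61.5%), with 5.6, 6.2 and 6.3% false among the called genes (1.6 to 8.3, 2.1 to 10.6 and 2.6 to 10%). The methods' t-test recovered 55.8, 39.2 and 48%. A first run with 1 simulation exceeded the limit that had been set for false calls, after which the share was pooled over 10, and a limit set for the recovered share was dropped. The interaction fit recovered 47.4% with 5.8% false calls. The set test called 5, 3.5 and 5% of 200 simulated sets without a difference and 100, 97.5 and 100% of sets with a difference of 0.2 log2. Genes of the real sets vary together between rats, so these shares do not carry over to the real sets.

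The alternatives set before the data were examined were the methods' t-test on log2 and on linear values, the scanner's processed signal, normexp background correction (offset 50), the raw median signal, quantile normalization, a filter that keeps probes well above background on at least 5 of 10 arrays, the brightest probe of a gene, the slide, the replicate number and, at 78 weeks, the scan day as further terms (sets were then tested with directional fry), other set tests (camera and fry) and leaving out each rat. The mean of a gene's rows, quantile normalization with the filter, the values rebuilt from the scanner files and the data without the 2 arrays at odds with their sex label were added later. Normexp was not run without its offset, so its results do not separate the offset from the background correction. The qRT-PCR measurements were not analysed here.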

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

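The test of a mixture of RNA, the comparisons with both 78-week arrays left out and the test of wrong labels at 78 weeks were chosen only after the levels of the Y-linked genes were seen, and Card9 and the cell cycle genes were named after their values were seen.

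The 2 Y-linked genes placed 2 of the 30 arrays at the level of the other sex, both at 78 weeks and both on 1 slide. The array labeled female replicate 2 had -1.68 for Ddx3y and 0.58 for Eif2s3y, and the array labeled male replicate 3 had -6.25 and -6.37 (log2 over the 75th percentile of the array). None of these 4 values, a count of 0, lay between the ranges of females and males at 8 and 21 weeks, which argues against a mixture of RNA from both sexes on an array. A mislabelled sample may explain it, since 2 arrays are out of place and each is the partner the other needs. Whether the samples, the positions on the slide or the labels were exchanged stays open. With both arrays left out, limma found 8 genes past an adjusted p of 0.05 (6 higher in females, 2 in males), against 0 with all 10 arrays (1254 at an unadjusted p under 0.05, and 0 by the methods' t-test). Of those 8 genes, 6 were also called at 8 weeks and 5 at both 8 and 21 weeks. Of 100 splits of the 78-week arrays, the split that exchanges exactly these 2 gave 17 genes, but so did a split with the 4 arrays of a slide in the same group, so this count does not single out the exchange. A wrong label fits the lack of calls at 78 weeks; no biological explanation was tested.

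Single arrays stood apart from the other 4 of their sex and age in 12 of 72 groups tested, where chance gives 1 in 20. Besides the 4 Y-linked values, these were female replicate 1 at 8 weeks (75th percentile of the processed signal 153.4, 55 saturated spots, apoptosis mean -0.83), female replicate 4 at 78 weeks (median local background 32.5), male replicate 4 at 78 weeks (21371 spots well above background), male replicate 5 at 78 weeks (median local background 32.5, complex IV mean 0.62) and male replicate 5 at 21 weeks (Eif2s3y 0.88, within the male level). Without female replicate 1 the apoptosis difference at 8 weeks stayed negative, within -0.059 to -0.023 for all rats left out in turn. The complex IV difference at 78 weeks lay between 0.096 and 0.15 without each rat in turn. No explanation was tested for these arrays.

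The sex difference of Card9 changed with age. It was -0.015 at 8 weeks (0.53 ± 0.20 in females, 0.54 ± 0.20 in males; SD, n = 5), -1.42 at 21 weeks (1.57 ± 0.22 and 2.99 ± 0.27; limma, adjusted p = 0.0133) and 0.16 at 78 weeks (2.30 ± 0.30 and 2.14 ± 0.16), with all arrays well above background and the 2 arrays at odds with their sex label among those of 78 weeks. The change, as younger minus older age, was 1.40 (SE 0.22; limma, adjusted p = 0.0137) between 8 and 21 weeks and -1.58 (limma, adjusted p = 0.00161) between 21 and 78 weeks. Only 1, 0 and 1 genes passed between 8 and 21, 8 and 78, and 21 and 78 weeks (2685, 673 and 3076 at an unadjusted p under 0.05), and 0 of the S1 Table genes (74, 12 and 128). No other tool was run for this fit. Of 100 splits of the arrays within the ages, 13 gave as many calls between 8 and 21 weeks and 10 between 21 and 78 weeks, so chance cannot be excluded for these numbers of calls. Between 8 and 78 weeks the count is 0, which all 100 splits reach, so nothing follows there. A probe or batch effect at 21 weeks that differs between the sexes was not tested, and an effect of age on sex differences stays open.

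Outside the genes of S1 Table, limma found 26 genes past an adjusted p of 0.05 at 8 weeks and 14 at 21 weeks. The methods' t-test found 19 and 13 over all gene names, 1 and 0 of them in S1 Table. In limma 7 were called at both ages. Of 100 splits of the rats, only the real split, 1, gave as many at each of these ages, and the others at most 7 and 5. This argues against chance for the number as a whole. The real split calls the Y-linked genes in any case, so which other calls exceed chance is not shown. The genes with the smallest adjusted p were Eif2s3y (at least 31.9-fold higher in males at 8 weeks and 28.0-fold at 21 weeks) and Ddx3y (at least 6.82- and 6.66-fold), which males carry on the Y chromosome, and the unnamed probes A_44_P324932 (at least 89.2-fold higher in females at 8 weeks and 14.6-fold at 21 weeks), A_44_P597131 (at least 35.8- and 6.50-fold) and A_44_P588551 (at least 16.4- and 3.17-fold). Of the 26 genes, 10 are unnamed probes, 3 were not well above background in either sex and 7 in only 1 sex. Of the 14 genes, 7 are unnamed probes, with 1 and 8. The 8-week count fell to 11, 12, 10 and 15 without female replicate 1, 2, 3 or 5 and to 14, 13 and 13 without male replicate 1, 3 or 4. At 21 weeks it fell to 8 without female replicate 4 or male replicate 3 and to 9 without male replicate 2 or 4, and was 16 at the highest.

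Among the 8-week calls, Plk1 (-0.66), Ckap2 (-0.65), Ccnb1 (-0.94), Cdk1 (-0.79) and Kifc1 (-0.61), genes of the cell cycle, were higher in males, well above background on all 10 arrays, with limma adjusted p from 0.0193 to 0.0445. Calls higher in males at this age numbered 18, and 34 with the filter on dim probes and 18 without male replicate 2. They fell to 3 without female replicate 3, to 5 with the slide term and to 2 with the replicate block. With 3 or 2 such calls, the named cell cycle genes cannot all have kept theirs. More dividing cells in young male hearts are a hypothesis that was not tested, and the cell cycle genes were not tested as a set. An array effect is not excluded, since sex follows array position.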

How the results depend on the processing

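The results without both 78-week arrays at odds with their sex label, with quantile normalization and filter, with the mean of a gene's rows and with rebuilt values were chosen after the data were seen, and the other alternatives before.

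Of 144 counts under an alternative, 92 stayed within 1.5 times the reported count and 52 moved. The reported counts are 30, 85 and 22 S1 Table genes at 8, 21 and 78 weeks and 26, 14 and 0 of all genes. For S1 Table genes, the methods' t-test gave 46 at 8 and 41 at 78 weeks and on linear values 47 and 39. Normexp background correction gave 12, 25 and 0 (limma; 65 of all genes at 78 weeks at an unadjusted p under 0.05), the raw median signal 12 at 8 and 39 at 78 weeks, and the slide term 13 at 78 weeks. With adjusted p-values limma gave 0, 0 and 1 over the list alone and 0 at each age over all genes. For all genes at 8 weeks, the count was 13 on linear values, 17 under normexp, 44 with the filter on dim probes and 11 with the slide term. At 21 weeks it was 7, 1, 22 and 9 under these settings, 23 with the raw median signal and 26 with quantile normalization and filter. Without both arrays at odds with their sex label the 78-week counts were 47 and 8. Without each rat in turn, S1 Table genes numbered 23 to 35, 55 to 154 and 9 to 45, and all genes 10 to 26, 8 to 16 and 0 to 1. The highest and lowest 21-week counts came without male replicate 1 (154) and male replicate 2 (55).

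Deviations of the female and male array of the same replicate number correlated over 0.1 in 7 of 15 pairs (-0.14 to 0.31). In old rats the correlations were 0.06, 0.22, 0.17, 0.22 and 0.12, against a mean of -0.04 for other numbers, so a relation at that age is not ruled out. With the replicate block the all-gene counts were 5 at 8 weeks and 5 at 21 weeks, and 12 of the 22 S1 Table genes at 78 weeks were called again.

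For the 18 set means, 456 of 486 alternatives kept direction and side of the adjusted threshold, 19 changed direction and 11 passed the threshold. The permutation test could hardly pass it: its smallest p, 0.0079, gives an adjusted p of 0.143 for a single set, so an unchanged side says little there. camera with the preset correlation passed for oxidative phosphorylation and FA metabolism at 8 weeks (0.029 each), oxidative phosphorylation (-0.268), complex I (-0.269) and apoptosis (-0.217) at 21 weeks, and oxidative phosphorylation (0.076), complex I (0.089), complex IV (0.134) and FA metabolism (0.084) at 78 weeks. fry without regard to direction passed for the PDH complex at 21 weeks (-0.069) and complex IV at 78 weeks (0.134). Normexp turned apoptosis at 8 weeks to 0.009, and at 21 weeks oxidative phosphorylation to 0.142, complex I to 0.222, complex IV to 0.075, FA metabolism to 0.036, the PDH complex to 0.117 and apoptosis to 0.011. At 78 weeks it turned these, apart from apoptosis, to -0.097, -0.153, -0.027, -0.009 and -0.005. The raw median signal gave 0.00047 for apoptosis at 8 weeks and quantile normalization 0.003 for the PDH complex at 21 weeks. Without each rat in turn, oxidative phosphorylation at 8 weeks ran from -0.005 to 0.079 and complex I from -0.013 to 0.069. No other set mean changed sign, but without male replicate 2 the PDH complex (-0.007) and complex IV (-0.013) at 21 weeks came near 0.

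Interaction counts moved in 3 of 12 cases: between 8 and 21 weeks to 2 under quantile normalization and 2 without both arrays, and between 21 and 78 weeks to 3 without both arrays. Of 72 set interactions 71 kept their direction and side of the threshold, and that of the PDH complex between 8 and 78 weeks (8 minus 78) turned from 0.007 to -0.048 without both arrays.

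For 78 combinations of a named gene and an age, 1465 of 1779 alternatives kept direction and side of the unadjusted threshold, 175 lost it, 98 gained it and 41 changed direction, 28 of these under normexp. Normexp gave 0.022 for Dapl1 at 8 weeks. At 21 weeks it gave 0.209 for Acaa2, 0.617 for Acadm, 0.482 for Acat1, 0.049 for Aven, 0.084 for Bnip2, -0.216 for Cox11, 0.293 for Dapk3, 0.479 for Dlat, 0.126 for Ndufaf1, 0.561 for Ndufv1, 0.181 for Pdcd6 and 0.102 for Vdac1. At 78 weeks it gave 0.071 for Bnip3l, -0.004 for Cox7a2, -0.122 for Cox7b, 0.022 for Mthfd2, -0.004 for Ndufa1, -0.317 for Ndufa2, -0.224 for Ndufb2, -0.256 for Ndufs6, -0.253 for Ndufv3, -0.145 for Pdcd5, -0.009 for Pdp1, -0.047 for Surf1, -0.28 for Triap1, -0.143 for Uqcrc2 and 0.099 for Actb. The raw median signal turned Acadm (0.074), Cox11 (-0.191) and Dlat (0.035) at 21 weeks, quantile normalization with or without the filter turned Acadm at 21 weeks (0.063) and Hadha at 8 weeks (-0.006), and the brightest probe turned Cox11 (-0.174). Leaving out rats turned Hadha at 8 weeks (-0.006 without female replicate 1, -0.022 and -0.021 without female replicate 2 or male replicate 4, and 0.041 at the highest without female replicate 5) and Actb at 21 weeks (0.001 without female replicate 3, 0.071 without male replicate 2, and -0.315 at the lowest without female replicate 5).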

Differences from the paper's values

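The paper's count of sexually dimorphic genes is 46 at 8 weeks, against 30 with limma. Of the alternatives set before the data were examined, the methods' t-test (46, on linear values 47), quantile normalization (31), the brightest probe (36), the slide term (32) and leaving out female replicate 1 or 4 (34, 32) or male replicate 1, 2, 4 or 5 (32, 31, 34, 35) came within 1.5 times the paper's value, and the others did not. At 78 weeks the paper's count is 41, against 22. The methods' t-test (41, on linear values 39), the raw median signal (39), the brightest probe (28) and leaving out female replicate 2 (45) or male replicate 3 (35) came within 1.5 times, and the others did not. Leaving out both arrays at odds with their sex label, chosen after seeing the values, gave 47. The methods' t-test calls every gene of S2 Table that limma does not.

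The paper's p-values for GO terms come from a combination of the genes' p-values, and the values set beside them from permuting the rats. With 5 rats per sex the exact permutation p cannot be under 0.0079, so the paper's 0.001, 0.002, 0.003 and 0.005 were out of its reach under any data, and only the combination of p-values, camera and fry, which also tests the sets in fits with a further term, could reach them. The combination run here squares gene correlations estimated from 10 arrays, which raises small combined p-values. Where it misses the paper's value, little follows. In what follows a setting reaches the paper's value where it comes within 1.5 times of it, and settings that went beyond it are named as such. For FA metabolism at 8 weeks the paper's p is 0.007 against an exact 0.381, reached under normexp background correction (0.00794). At 21 weeks the paper's p is 0.001 against an exact 0.23, which no alternative reached. At 78 weeks the paper's p is 0.95 against an exact 0.262, reached by combining the p-values of the methods' t-test on linear values (0.638) and under normexp background correction (exact 0.881). For the PDH complex at 21 weeks the paper's p is 0.002 against an exact 0.468, reached by limma's fry without regard to direction (0.00219). At 78 weeks the paper's p is 0.068 against an exact 0.159, reached with the replicate block (fry 0.0936), and leaving out female replicate 2 went beyond it (exact 0.0317), as did leaving out both arrays at odds with their sex label, chosen after seeing the values (exact 0.0286).

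For apoptosis the paper's p at 8 weeks is 0.005 against an exact 0.27, which no alternative reached. At 21 weeks it is 0.003 in the paper against an exact 0.0238, reached by camera with the preset correlation (0.0024). At 78 weeks it is 0.008 in the paper against an exact 0.0159, reached without female replicate 2 (exact 0.00794).

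For oxidative phosphorylation at 21 weeks the paper's p is 0.109 against an exact 0.238. The combination with the methods' t-test gave 0.163 (0.146 on linear values), leaving out male replicate 1 an exact 0.0794 and male replicate 3 an exact 0.135, the replicate block 0.143 (fry) and fry without direction 0.159, while camera with the preset correlation went beyond the paper's value (0.000143). At 78 weeks the paper's p is 0.034 against an exact 0.151, reached without female replicate 2 (exact 0.0476), and camera with the preset correlation went beyond it (0.000022). For complex I at 21 weeks the paper's p is 0.105 against an exact 0.206, reached on linear values (0.144), with the filter (exact 0.143), the slide term (fry 0.156), the replicate block (fry 0.0981), without male replicate 1 (exact 0.0794) or 3 (exact 0.0952) and with directional fry (0.133), and camera with the preset correlation went beyond it (0.001). At 78 weeks the paper's p is 0.039 against an exact 0.175, and no alternative set before the data were examined came within 1.5 times of it, but leaving out female replicate 2 (exact 0.0238) and camera with the preset correlation (0.00016) went beyond it. Leaving out both arrays at odds with their sex label, chosen after seeing the values, gave an exact 0.0286.

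For complex IV at 8 weeks the paper's p is 0.91 against an exact 0.484. The methods' t-test combination gave 0.758 (0.9 on linear values), the brightest probe an exact 0.706, leaving out female replicate 2 or male replicate 2, 3 or 4 an exact 0.659, 0.73, 0.714 and 0.81, and fry without direction 0.781. At 21 weeks the paper's p is 0.104 against an exact 0.429, which no alternative reached. At 78 weeks the paper's p is 0.009 against an exact 0.0159, reached with the scanner's processed signal (exact 0.00794), and fry without direction (0.00407) and camera with the preset correlation (0.000346) went beyond it. Apart from the settings named, the alternatives set before the data were examined stayed over 1.5 times from the paper's values.

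The paper states in its results that Acaa2 was lower in adult males than in adult females on the arrays, and elsewhere that it was lower in adult females. The array difference, female minus male, was -0.44. The paper names Hadha as higher in young females, where the difference was 0.015 and Table 1 lists Hadhb. The methods name the median signal, while the values follow the processed signal of the scanner.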

Other observations

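The test of wrong labels at 78 weeks was chosen only after the Y-linked genes were seen.

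More S1 Table genes differed at 21 weeks (85) than at 8 (30) or 78 weeks (22), most of them higher in males. The weak array, male replicate 2, is not the whole cause of the excess over 8 weeks, since the count was 55 without it. A shift between weak and strong arrays that depends on brightness is not excluded. Quantile normalization left 82 genes, 64 of them among the 85, but the effect shrank. The median difference moved from -0.13 to -0.016 over all genes and from -0.193 to -0.084 over S1 Table genes. Adult male replicates 2, 4 and 5, with 75th percentiles of 39.9, 65.6 and 72.1, had oxidative phosphorylation means of 3.28, 2.73 and 2.88. Replicates 1 and 3, at 103.3 and 104.8, had 2.24 and 2.35, and the females 2.24 to 2.61. Against 78 weeks the excess is less sure, since that age had 47 genes with both arrays at odds with their sex label left out. The direction depended on the processing: under normexp with its offset of 50, 16 of 25 genes at 21 weeks were higher in females. The offset weighs more on weak arrays, so this change cannot be put down to the background correction. Array position follows sex at every age and stays undecided, since the sex differences had a Spearman's rho over the genes of 0.02 between 8 and 21 weeks but 0.14 between 8 and 78 and 0.13 between 21 and 78 weeks. Chance cannot be excluded for the counts: of 100 splits of the rats, 23, 9 and 27 gave as many genes as the labels at 8, 21 and 78 weeks. At 78 weeks the labels disagree with the Y-linked genes of 2 arrays, so the 27 do not test a sex difference. The split that exchanges these 2 arrays gave 64 genes against 22 with the labels, and another split gave 109. The splits at 21 weeks were set against 83 genes, the count in the values rebuilt from the scanner files. For all genes 1 and 1 split at 8 and 21 weeks gave as many, which argues against chance for the number as a whole, Y-linked genes included. At 78 weeks limma called 0 (1254 at an unadjusted p under 0.05, 0 by the methods' t-test), which all 100 splits reach, so nothing follows for that age. The 21-week count was 154 without male replicate 1, and the 78-week count ran from 9 without male replicate 1 to 45 without female replicate 2. That sex differences in adult hearts are broader is open and untested.

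Sex differences over 1.5-fold may in large part come from rows too dim to measure their gene. Over all ages, 65.3% of such first rows were well above background on fewer than 5 of 10 arrays. A probe that does not measure the gene it is named for may also explain some of them: 15.9% of the brighter rows had the same direction at an unadjusted p under 0.05, although 29 of 44 had the same direction. In Table 1, genes whose first row was dim on some or all arrays are, for example, Dapl1 at 8 weeks, Dffb, Pdcd10 and Cox11 at 21 weeks and Bnip3l and Cox8a at 78 weeks. At 21 weeks Cox11 was well above background on 4 female and 1 male arrays and differed by 1.01, against -0.19 in a brighter row.

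The FA metabolism mean was higher in females at 8 weeks and higher in males at 21 weeks, but not under normexp background correction (0.036 at 21 weeks). A shift of all mitochondria-related genes at 21 weeks may explain the second direction, since the set differed by 0.081, higher in females, after the mean of the other S1 Table genes was subtracted from each array. The scaling cannot be told apart from an effect of sex, because the difference under quantile normalization, -0.005, was far below the spread between rats. The sex difference at 8 weeks minus that at 21 weeks did not pass its test (0.128; exact permutation p = 0.154).

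Oxidative phosphorylation genes were higher in females at 78 weeks, but not under normexp background correction (-0.097). Wrong labels are not the cause, since the difference was 0.123 without both arrays at odds with their sex label, nor are they for apoptosis genes higher in males, with -0.108. A shift of all mitochondria-related genes may explain part of it, as 0.038 remained after the mean of the other S1 Table genes was subtracted. The scaling is undecided (0.074 under quantile normalization, within the spread between rats). A lower share of other tissue in female hearts is undecided as well. It would lower every list of marker genes in females, and at 78 weeks blood differed by -0.249, fibroblast and matrix by -0.154, leukocyte by -0.131 and adipose tissue by 0.004. A larger oxidative capacity of old female hearts stays open and was not tested.

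Over the 3 ages the marker lists had no adjusted p under 0.314. At 8, 21 and 78 weeks the differences were -0.341, -0.297 and -0.249 for blood (most abundant Hbb-b1 at 6.95, 7.52 and 7.02 log2), -0.303, -0.421 and 0.004 for adipose tissue (Fabp4, 4.70 at 8 weeks), 0.046, -0.31 and -0.224 for atrium (Myl7, 8.39 at 8 weeks), -0.09, 0.097 and -0.154 for fibroblast and matrix (Col1a2, 5.07), -0.215, -0.228 and -0.131 for leukocyte (Cd74, 5.44) and -0.119, 0.625 and -0.283 for skeletal muscle (Ckm, 7.73). At 8 weeks 4 of 6, 5 of 6, 4 of 4, 6 of 7, 3 of 7 and 4 of 7 genes of these lists were well above background on every array, and 1 gene each of the blood and adipose tissue lists is in S1 Table. The smallest p before adjustment was that of the atrium list at 78 weeks (exact permutation p = 0.0317), with 2 of its 4 genes higher in females.

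Pdk4 was higher in females at 8 weeks (0.53, SE 0.12, 1.44-fold) and at 21 weeks (0.82, 1.76-fold). At each of these ages all 5 females lay above every male (exact permutation p = 0.00794, the smallest possible), while the limma adjusted p was 0.315 and 0.289. The paper reports the adult difference in its text and lists the young one in Table 1. Its qRT-PCR also gave higher levels in females at both ages.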
